# Pterostilbene Targets Hallmarks of Aging in the Gene Expression Landscape in Blood of Healthy Rats

**DOI:** 10.1002/mnfr.202400662

**Published:** 2024-11-19

**Authors:** Marco A. Tello‐Palencia, Tony Yang, Olga Sularz, Louis Erik Demers, Yuexi Ma, Cayla Boycott, Huiying Amelie Zhang, Katarzyna Lubecka‐Gajewska, Sadhri Kumar, Benjamin S. Ramsey, Sandra Torregrosa‐Allen, Bennett D. Elzey, Nadia Atallah Lanman, Keegan Korthauer, Barbara Stefanska

**Keywords:** aging, blood, gene expression, polyphenols, transcriptomics

## Abstract

**Scope:**

Polyphenols from the phytoestrogen group, including pterostilbene (PTS), are known for their antioxidant, anti‐inflammatory, and anti‐cancer effects. In recent reports, phytoestrogens attenuate age‐related diseases; however, their pro‐longevity effects in healthy models in mammals remain unknown. As longevity research demonstrates age‐related transcriptomic signatures in human blood, the current study hypothesizes that phytoestrogen‐supplemented diet may induce changes in gene expression that ultimately confer pro‐longevity benefits.

**Methods and results:**

In the present study, RNA sequencing is conducted to determine transcriptome‐wide changes in gene expression in whole blood of healthy rats consuming diets supplemented with phytoestrogens. Ortholog cell deconvolution is applied to analyze the omics data. The study discovered that PTS leads to changes in the gene expression landscape and PTS‐target genes are associated with functions counteracting hallmarks of aging, including genomic instability, epigenetic alterations, compromised autophagy, mitochondrial dysfunction, deregulated nutrient sensing, altered intercellular interaction, and loss of proteostasis. These functions bridge together under anti‐inflammatory effects through multiple pathways, including immunometabolism, where changes in cellular metabolism (e.g., ribosome biogenesis) impact the immune system.

**Conclusion:**

The findings provide a rationale for pre‐clinical and clinical longevity studies and encourage investigations on PTS in maintaining cellular homeostasis, decelerating the process of aging, and improving conditions with chronic inflammation.

## 1 Introduction

Polyphenols from a group of phytoestrogens with a stilbene‐derived structure, such as resveratrol (RSV) and pterostilbene (PTS), among others, can exert pro‐health benefits in a variety of different disease models, including metabolic syndrome, type 2 diabetes, cardiovascular disease, and cancer.^[^ ^1^ ^]^ Their estrogen‐like properties have attracted special attention in hormone‐dependent cancers of breast and prostate origins. A myriad of beneficial health outcomes in response to phytoestrogens may arise through their antioxidant, anti‐inflammatory, and anti‐cancer effects, which were shown to be, at least partially, mediated by epigenetic mechanisms.^[^ ^1^ ^]^ Epigenetics refers to changes in gene expression without changes in the underlying DNA sequence^[^ ^2^ ^]^ and may be mechanistically responsible for phenotypic outcomes of phytoestrogens.^[^ ^3^, ^4^ ^]^ For instance, studies from our group showed that PTS attenuates breast cancer by epigenetic silencing of genes with oncogenic functions and works through regulating the interaction of epigenetic enzymes with specific DNA loci.^[^ ^4^ ^]^ In addition, recent preclinical studies have found that RSV and PTS may also confer increased longevity and lifespan, and slow down the aging of various model organisms.^[^ ^5^, ^6^ ^]^ Our previous work also showed that phytoestrogens are able to modify epigenetic patterns in healthy mammary epithelial cells, revealing for the first time a set of genes that respond to phytoestrogens in a healthy state.^[^ ^7^ ^]^ These genes were functionally linked to metabolism, immune functions, and signal transduction pathways.

Within the past decade, hematopoietic decline has emerged as one of the principal drivers of aging.^[^ ^8^, ^9^, ^10^ ^]^ Multiple studies discovered that blood and plasma transfer from young mice to old mice can rejuvenate multiple organs including the brain, liver, muscle, and heart.^[^ ^11^ ^]^ Recent findings demonstrate that the blood and tissues of rejuvenated mice have transcriptomic and epigenomic signatures of an intermediate phenotype between old and young animals.^[^ ^12^ ^]^ It is now known that hematopoietic function declines with age, which leads to the deterioration of immune and metabolic functioning. Hence, blood may reflect systemic effects of aging as demonstrated in transcriptomics, proteomics, and metabolomics studies.^[^ ^8^, ^9^, ^10^ ^]^ Transcriptomic profiling of human longevity and biological age in blood samples has identified differentially expressed genes that are involved in the regulation of the immune system, inflammatory processes, signal transduction, and metabolic pathways.^[^ ^13^, ^14^, ^15^, ^16^ ^]^ Importantly, phytoestrogens, including RSV, PTS, and quercetin, have been shown to exert effects on gene expression profiles in blood of patients with obesity/diabetes and coronary heart disease, affecting anti‐inflammatory pathways^[^ ^17^, ^18^ ^]^ and markers of oxidative stress.^[^ ^19^ ^]^ However, it remains unknown whether phytoestrogens impact the landscape of gene expression in blood in a healthy state and what processes may be affected.

In the present study, therefore, we conducted RNA sequencing to determine transcriptome‐wide changes in gene expression in whole blood of healthy rats to assess the role of phytoestrogen consumption on aging‐associated genes and propose that supplementation of the diet with phytoestrogens may be able to induce changes in gene expression that ultimately confer pro‐longevity benefits. Interestingly, extensive studies on RSV and PTS demonstrated that PTS, as compared to RSV, is characterized by greater bioavailability, hepatic stability, and bioactivity, which positions PTS as a superior candidate for further investigations.^[^ ^20^ ^]^ However, whether PTS exerts pro‐longevity benefits comparable to RSV has yet to be confirmed. Hence, we assessed both PTS and RSV at the same molar concentrations in the present study. We also included chlorogenic acid (CGA), a non‐estrogenic polyphenol found in coffee beans, with potent health effects that could surpass those of RSV.^[^ ^21^ ^]^ This allows us to compare the studied effects between compound with different chemical structure.

## 2 Results

### 2.1 Ortholog Deconvolution Identified Transcriptome Changes in Rats on pterostilbene (PTS)‐Supplemented Diet

Exploratory data analysis on the whole‐blood samples (mixture data) after filtering for lowly expressed genes confirmed homogeneous count distributions for most of the samples (Figure S1A, Supporting Information). 

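Whole blood came from 20 rats, 5 on each of 4 diets, after 20 days of feeding. The choline-sufficient, amino acid-defined diet (CSAA) was given alone or with 1.2 g/kg RSV, 1.34 g/kg PTS or 1.9 g/kg CGA, doses the paper describes as equal in molar terms (86, 96 and 136 mg/kg of body weight per day). PTS is the dimethoxy analog of RSV, and CGA is an unrelated polyphenol. Libraries were made with a stranded kit and sequenced as single 50 bp reads. The authors trimmed them with Trimmomatic 0.32, aligned them to the rat genome rn6 with TopHat2 2.1 and counted reads per Ensembl gene. Their deposited counts are the data used here. Total counts ran from 27132523 to 32875802 in the 5 CSAA rats (median 31577284), from 24036703 to 32775803 in the 5 CSAA+PTS rats (median 28058891) and from 32111022 to 36743103 in the 5 CSAA+CGA rats (median 35481641). In 4 of the CSAA+RSV rats they ran from 28643607 to 33143713 (median 29774913.5). The median number of genes with at least 1 count was 21763 in CSAA, 22081.5 in those 4 CSAA+RSV rats, 21838 in CSAA+PTS and 20891 in CSAA+CGA. The fifth rat of every diet had the most: CSAA_17 had 25104, RSV_22 29232, PTS_23 29543 and CGA_24 28014, while the other CSAA+PTS rats had 20497 to 21901. Genes with fewer than 2 reads in 5 or more of 19 rats were left out, which kept 16734 genes. Diets were compared in a single fit over the 4 diets with the quasi-likelihood test of edgeR 4.0.16, two-sided, on counts scaled by TMM, with Benjamini-Hochberg adjustment (FDR). On simulated counts for 5 against 5 rats, this test recovered 79% of 100 genes planted at a log2 fold change of 1 and 96% of 100 planted at 2, with 9 false calls among 184. The simulation drew each gene independently around the same mean in every rat. It leaves out differences between rats that many genes share, so the real recovery may be lower.

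**Figure D1:**
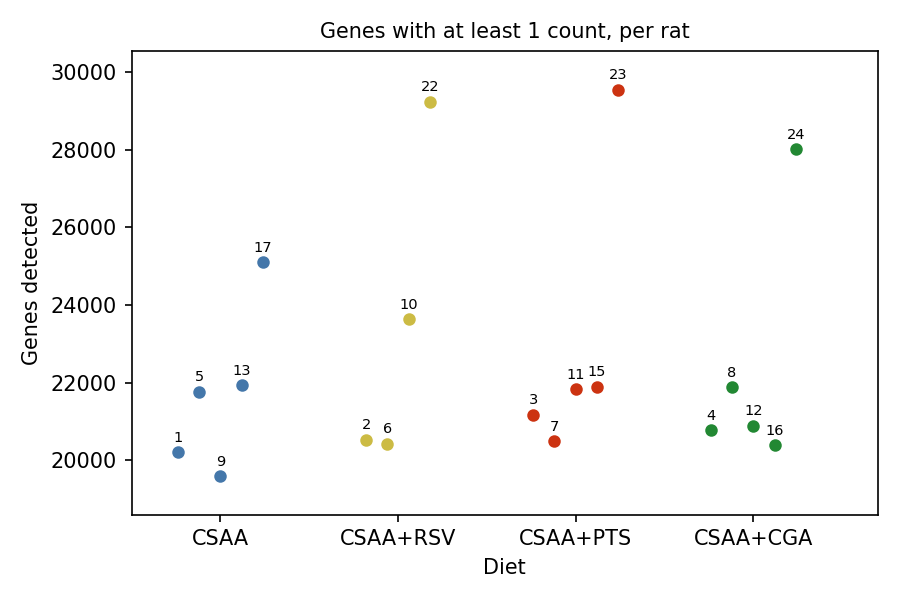
Genes with at least 1 count in each rat, by diet. Each point is 1 rat and carries its number, and RSV_14 is not shown. The fifth rat of each diet has the most genes detected.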

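Hemoglobin genes, which encode the oxygen carrier of red cells, took 9.93% of the counts of RSV_14, inside the range of 3.77 to 11.0% of the other 4 CSAA+RSV rats. Ribosomal protein genes took 3.05% of its counts, against 2.40 to 3.30% in those 4 rats. Its total count was 861072, and 13152 genes had at least 1 count. Of the genes that passed the filter, 4119 had no count in this rat, against 5 to 116 in the other 4.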

One sample from the RSV diet was identified as an outlier due to a high number of genes having unusually low expression values (Figure S1A, Supporting Information). This sample was removed from downstream analyses. Principal component analysis (PCA) was employed on the complete expression profiles of all samples to determine the main sources of gene expression variability in the mixture data. 

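Over the 19 rats left without RSV_14, PC1 of log2 CPM took 42.4% of the variance. Only 3.63% of the variance of its scores lay between diets, while 81.4% lay between the replicate numbers that the diets share. PC2 took 12.3%, of which 17.7% lay between diets, and PC3 took 8.07%, of which 21.2% lay between diets. The scores of the 5 CSAA+PTS and 5 CSAA rats did not differ on PC2 (exact two-sided permutation p = 0.341) or on PC3 (exact permutation p = 0.127).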

PC2 showed a separation between control CSAA diet and PTS‐supplemented CSAA diet, while other supplemented groups, RSV and CGA, were mostly clustered with the reference CSAA group (Figure S1B, Supporting Information). 

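With only the 5 CSAA and 5 CSAA+PTS rats, the leading components took 41.3 (PC1), 14.8 (PC2) and 11.6% (PC3) of the variance. The diets lay furthest apart on PC3, where 56.27% of the variance of the scores lay between them (exact two-sided permutation p = 0.0159). That p is the lowest of 5 components tested and is not adjusted for them. On PC2 5.94% lay between the diets (exact permutation p = 0.484). PC2 and PC3 together took 26.4%. A different measure, the share of the summed variance of all genes that lies between the 2 diets, was 9.77% (exact permutation p = 0.540), and the highest value of the 126 ways to split the 10 rats into equal groups was 23.4%.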

PCA performed exclusively on samples from CSAA diet and PTS supplemented diet still showed that the expression variability associated with dietary differences accounts for 30.05% of the observed variability (Figure S1C, Supporting Information).

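Ifi27 (ENSRNOG00000009263), an interferon-induced gene, was at 72.8 ± 26.5 CPM (mean ± SD, n = 5) with CSAA+PTS and 154 ± 21.0 CPM (n = 5) with CSAA, a log2 fold change of -1.08 (SE 0.252). It was lower in each of the 5 CSAA+PTS rats than in every CSAA rat. Hba-a1 (ENSRNOG00000029886), an alpha-globin gene, was at 10099 ± 4263 against 21762 ± 4376 CPM, a log2 fold change of -1.11 (SE 0.353), with 4 of the 5 CSAA+PTS rats below every CSAA rat. Its near-identical copy Hba-a2 had a log2 fold change of -1.15 (SE 0.347), and how reads were divided between the copies is uncertain. All hemoglobin genes together took 6.37 ± 2.76% of the counts with CSAA+PTS against 13.0 ± 2.24% with CSAA (exact two-sided permutation p = 0.0159, 0.0317 after adjustment over 6 shares). In edgeR 0 of the 16734 genes passed an FDR of 0.05, and the adjusted p of both Ifi27 and Hba-a1 was 0.599. At an unadjusted p under 0.05 there were 1269 genes, 510 higher and 759 lower with CSAA+PTS, where 837 are expected by chance. DESeq2 called 6 genes when fitted to the 4 diets. Fitted to the 2 diets alone it called 14, of which Ifi27 (adjusted p = 0.0396) and Hba-a1 (adjusted p = 0.0438) changed more than 2-fold. limma with sample weights called 26 genes, 16 of them over 2-fold. In 232 genes the 2 diets did not overlap at all, 1.39% of the genes against 0.794% by chance. Both chance values are averages and say nothing of the spread between splits of the rats. Of 100 splits, the real one included, 31 gave at least 1269 genes at an unadjusted p under 0.05. No splits were run for the overlap.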

Differential expression analysis of the mixture data (no deconvolution) identified two DEGs when comparing CSAA diet and PTS‐supplemented diet (Figure S2, Supporting Information), *Hba‐a1* and *Ifi27*, as depicted in red dots distributed above the threshold line of absolute fold change above 2 with adjusted *p‐*value ≤ 0.05 (Figure S2B, Supporting Information). In addition, nine genes showed smaller changes in magnitude however statistically significant, namely *Csnk2b*, *Lgals3* *bp*, *Atp2a3*, *Sf3a2*, *Srpra*, *Adar*, *Golga2*, *Rtp4*, and *Klhl2*. 

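All 9 had lower means with CSAA+PTS, and in each of them the 5 CSAA+PTS rats lay below the 5 CSAA rats (exact two-sided permutation p = 0.00794, the smallest that 5 against 5 rats allow). The authors selected these genes on the same rats, so that p restates the selection and is no independent evidence. The largest log2 fold change was that of Lgals3bp, a secreted glycoprotein that binds galectin-3, at -0.96 (SE 0.230; 31.1 ± 8.78 against 60.7 ± 7.54 CPM). Atp2a3, a calcium pump of the endoplasmic reticulum, had -0.90 (SE 0.284). The splicing factor Sf3a2 had -0.78 (SE 0.226) and Csnk2b, the regulatory subunit of casein kinase 2, -0.70 (SE 0.216). Rtp4, an interferon-induced chaperone of receptors, had -0.69 (SE 0.140). Smaller values belonged to Srpra, which docks ribosomes at the endoplasmic reticulum (-0.55, SE 0.181), the RNA-editing enzyme Adar (-0.54, SE 0.145), the Golgi protein Golga2 (-0.52, SE 0.112) and Klhl2, a ubiquitin ligase adaptor (-0.48, SE 0.136). Their adjusted p ran from 0.545 (Rtp4) to 0.613 (Srpra) in edgeR, and from 0.0243 (Lgals3bp) to 0.0495 (Sf3a2, Adar and Rtp4) in DESeq2 on the 2 diets. DESeq2 on the 2 diets also called Oas1g and Oas1i, both at -0.99, and Fam53b at -0.53. The first pair are close copies of an antiviral gene, and their shared reads leave the division between them uncertain.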

There were no significant differences for the other dietary comparisons: CGA versus CSAA or RSV versus CSAA. 

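With RSV, Hba-a1 was at 12290 ± 3031 CPM (n = 4), a log2 fold change of -0.82 (edgeR unadjusted p = 0.0415), and with CGA at 21055 ± 8457 CPM (n = 5; -0.05, edgeR unadjusted p = 0.893). Hemoglobin genes took 8.06 ± 3.10% of the counts with CSAA+RSV (exact two-sided permutation p = 0.0317 against CSAA, 0.0952 after adjustment over 6 shares) and 11.4% with CSAA+CGA (exact permutation p = 0.476). In edgeR 0 genes passed an FDR of 0.05 in either comparison, and DESeq2 on the 4 diets called 0. At an unadjusted p under 0.05 there were 355 genes with RSV (202 higher, 153 lower) and 107 with CGA (55 higher, 52 lower), each below the 837 expected by chance. The compounds were also compared directly. Between CSAA+PTS and CSAA+RSV edgeR called 0 genes at an FDR of 0.05, with 512 at an unadjusted p under 0.05 (120 higher with PTS, 392 lower), and DESeq2 called 1. Between CSAA+PTS and CSAA+CGA edgeR called 0, with 874 at an unadjusted p under 0.05 (445 higher, 429 lower), and DESeq2 called 0. The hemoglobin share with CSAA+PTS was lower by 1.68 points than with CSAA+RSV (exact permutation p = 0.405) and by 5.04 points than with CSAA+CGA (exact permutation p = 0.0397, 0.0794 after adjustment).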

As suggested by the PCA and sample–sample correlation heatmaps, this low number of differentially expressed genes could result from subtle changes in the transcriptome of whole blood DNA of healthy rats. Since whole blood is a heterogenous mixture of multiple cell types, we decided to explore if the PTS‐related dietary effects on healthy rats are confounded with the multiple cell type proportions in whole blood. For this reason, we applied a cell‐type deconvolution pipeline to account for different proportions in four major cell types: B‐cells, T‐cells, macrophages, and neutrophils. The expectation is that cell‐type deconvolution will account for expression changes associated with variability in whole‐blood cell type proportions.

A major limitation for cell deconvolution of rat whole‐blood is the lack of reference expression profiles for blood cell types in rat. For this reason, we identified a set of 9096 high‐confidence orthologs with available expression for sorted blood cell types in the Haemosphere database for B‐cells, T‐cells, macrophages, and neutrophils.^[^ ^22^ ^]^ The mouse expression profiles for the 9096 high‐confidence orthologs across B‐cells, T‐cells, macrophages, and neutrophils were used in CIBERSORTx to identify which genes best characterize expression differences between those cell types. This step produces a matrix with the relative importance from each gene to identify each cell type. This matrix is referred by CIBERSORTx as “signature matrix.” The signature matrix was then used in conjunction with the whole‐blood rat mixture dataset to determine the cell proportions using CIBERSORTx. 

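The estimated fractions of the 10 CSAA and CSAA+PTS rats, read from the authors' bar chart, were set beside the mean expression of marker genes of the same cell types. For neutrophils the correlation across rats was r = 0.869 (permutation p = 0.00104, 0.00416 after adjustment over 4 relations) and rho = 0.915 (permutation p = 0.00053), and r was 0.8293 without the 2 farthest rats. The other 3 did not pass: macrophages r = 0.515 (permutation p = 0.131), B cells r = 0.343 (permutation p = 0.331) and T cells r = 0.291 (permutation p = 0.418). Without the 2 farthest rats these became 0.243, 0.760 and -0.03.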

Analysis of the estimated cell proportions identified T‐cells to be a major component in our samples, averaging 55% sample composition, and neutrophils were the least abundant, averaging 5% sample composition (Figure S3A, Supporting Information). We used the estimated cell scores as covariates for differential expression analysis, identifying 94 additional DEGs in addition to two DEGs found prior to deconvolution (**Figure** **1**A). 

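Fitted with the read fractions as covariates, DESeq2 called 19 genes, 6 higher and 13 lower with CSAA+PTS. The lowest adjusted p belonged to Med25, a subunit of the Mediator complex (log2 fold change -0.86, adjusted p = 0.000102). Atp2a3 followed (-0.88, adjusted p = 0.000332), then Hba-a1 (-0.88, adjusted p = 0.00206) and Ifi27 (-0.96, adjusted p = 0.00452). The cytoskeletal genes Actb (-0.71) and Myh9 (-0.75) were among those that fell. Only the chemokine receptor Cxcr4 changed more than 2-fold (1.09, adjusted p = 0.0315), and it rose, as did the glucocorticoid-induced Tsc22d3 (0.76, adjusted p = 0.0355). In edgeR 0 genes passed an FDR of 0.05 in this fit, with 1812 at an unadjusted p under 0.05, and limma with sample weights called 0. Of the genes called by DESeq2, 7 are in Table S2.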

Red dots in Figure 1A correspond to the 96 DEGs with adjusted *p* ≤ 0.05 and an absolute fold change of greater than 2. We verified that DEGs shared with the signature matrix had low weight values for identifying the different cell proportions (Figure S3B, Supporting Information). Genes were ranked based on the weight values, i.e., the first ranks were assigned the most importance during cell deconvolution by CIBERSORTx. 

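Of 12 signature genes in Table S2, Oasl, a sensor of viral RNA, had a log2 fold change of -0.80 (SE 0.202, edgeR unadjusted p = 0.000839) in the mixture, with each of the 5 CSAA+PTS rats below every CSAA rat. In the fit with fractions it was -0.71. The chloride channel gene Clic4 went from -0.76 (SE 0.280, edgeR unadjusted p = 0.0145) to -0.69, and Klhl2 was -0.44 with fractions. The antiviral ADP-ribosyltransferase Parp12 had -0.46 in the mixture (edgeR unadjusted p = 0.0146) and -0.32 with fractions. For the rest the unadjusted p in the mixture was above 0.05. The heme synthesis gene Alad went from -0.50 to -0.30 and Pdlim1 from -0.53 to -0.38. Neb, a muscle filament gene, went from 0.86 to 0.16. Hpse (-0.34 to -0.17), Abtb1 (-0.39 to -0.20), Cd63 (-0.25 to -0.07), P2rx1 (-0.23 to 0.01) and Pld4 (-0.13 to -0.06) also moved toward 0. In the mixture 0 of the 12 passed an FDR of 0.05 in edgeR, while DESeq2 on the 2 diets called Klhl2 (adjusted p = 0.0396).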

Twelve DEGs overlapped with the signature matrix, spanning from rank 107 to 1156, based on their relevance to identify the reference blood types (as shown by the red lines in Figure S3B, Supporting Information). Given the exponential decay on weights, the first 50 ranks had the highest contribution during deconvolution, suggesting that genes with observed expression changes upon exposure to a PTS‐supplemented diet are not directly influenced by the deconvolution pipeline. 

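In the mixture, without cell fractions, 49 of 61 extracellular matrix genes were above 0 with CSAA+PTS, with a median log2 fold change of 0.23 (adjusted p = 0.0294 at a preset correlation between genes, adjusted p = 0.922 with an estimated correlation). In edgeR 0 of them had an unadjusted p under 0.05, adjusted over all genes or over the list alone 0 passed, and the other tools were not run on lists. The collagens Col6a6 (1.89, edgeR unadjusted p = 0.0831) and Col15a1 (1.18, edgeR unadjusted p = 0.0614) had the largest values among the members named here. The mean log2 CPM of the list was higher by 0.32 (95% interval -0.68 to 1.32), and PTS_23 carried it: its mean was 0.82, while the other 4 CSAA+PTS rats ran from -1.06 to -0.62 and the CSAA rats from -1.38 to -0.28. Of 30 genes of the chemical and oxidative stress response, the median was -0.04 (adjusted p = 0.343). For 33 heat shock and chaperone genes it was 0.11 with 25 above 0 (adjusted p = 0.0570). The paper instead ranked genes by its DESeq2 statistic and shows the pathways with its deconvoluted results, so these lists do not test its enrichment. Ftl1, the ferritin light chain that stores iron, had -0.67 (SE 0.241, edgeR unadjusted p = 0.0119).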

A gene set enrichment analysis using the Reactome pathways identified upregulated pathways associated with intercellular interactions, and remodeling of the extracellular matrix, while downregulated pathways were mostly associated with cellular stress response (Figure 1B). Importantly, Gene Ontology (GO) analysis of top differentially expressed genes, i.e., with fold change >2, revealed anti‐inflammatory IL‐4 and IL‐10 production to be associated with upregulated genes (Figure 1C, pink color), while pro‐inflammatory interferon‐mediated signaling pathways are linked to genes downregulated in response to PTS (Figure 1C, blue color).

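Of 56 interferon-stimulated genes, 51 had a log2 fold change below 0 in the mixture, with a median of -0.41 (adjusted p = 6.65e-21 at a preset correlation, adjusted p = 0.335 with an estimated correlation). In edgeR 31 of them were lower at an unadjusted p under 0.05 and 0 higher. Adjusted over the list alone 29 passed an FDR of 0.05, and adjusted over all genes 0 did. Of the 56 genes 17 are in Table S2, which the authors selected on the same rats. The list was also written with the paper in view, so the count of 29 is not independent evidence. The 17 genes of anti-inflammatory cytokines and alternatively activated macrophages had a median of -0.01 (adjusted p = 0.407), and their mean log2 CPM differed by -0.04 (95% interval -0.42 to 0.34). Stat6, which carries the IL-4 signal, had -0.44 (SE 0.178, edgeR unadjusted p = 0.0243), and Tgfb1 had -0.52 (SE 0.228, edgeR unadjusted p = 0.0348). The 20 genes of pro-inflammatory cytokines and classically activated macrophages had a median of -0.06 (adjusted p = 0.600), with a difference in mean log2 CPM of -0.08 (95% interval -0.31 to 0.16).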

**Figure 1:**
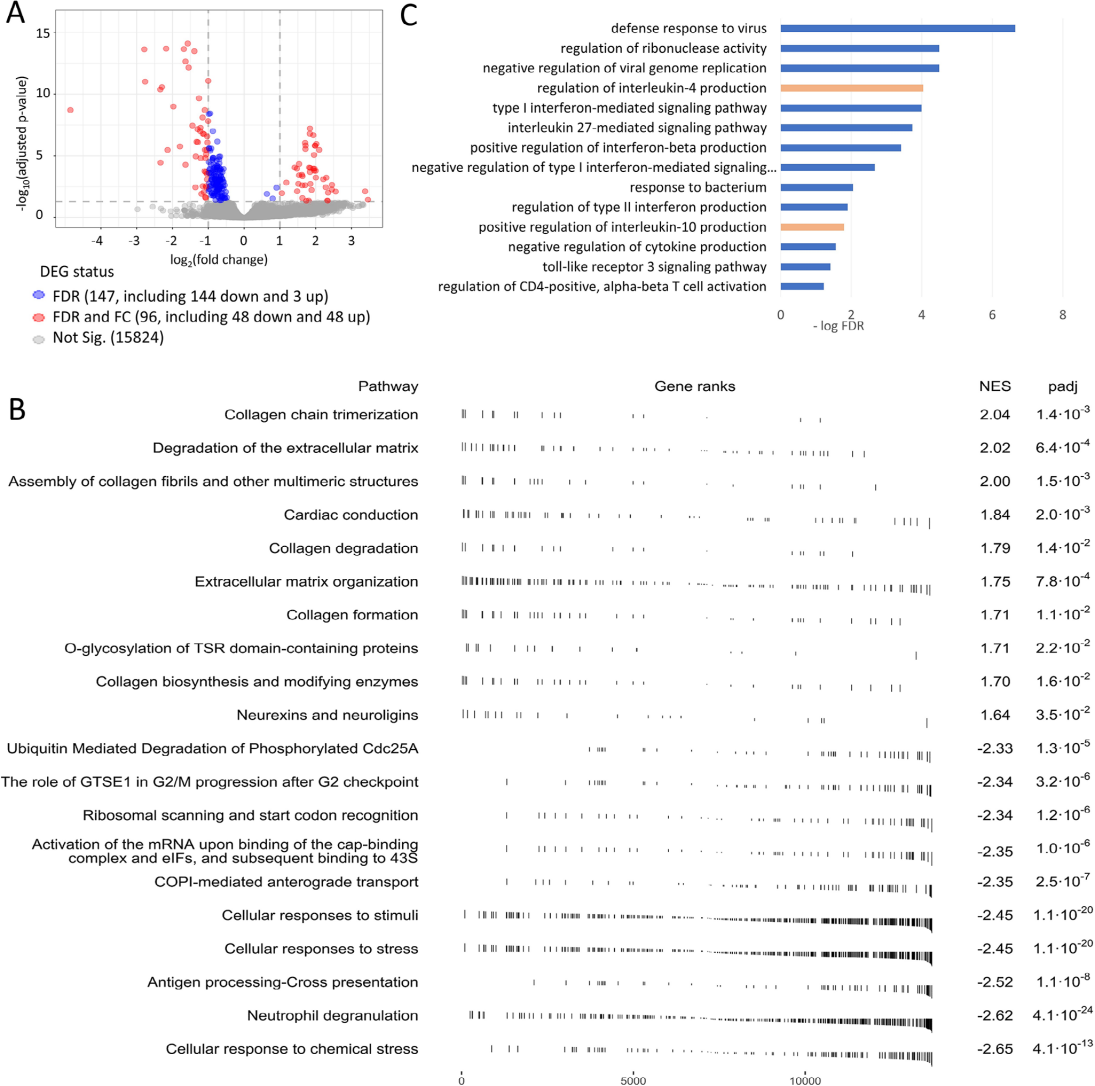
Ortholog cell deconvolution results. A) Volcano plot for deconvoluted differential expression results. Red dots show differentially expressed genes (DEGs), defined by an absolute fold change greater than two, and an adjusted *p*‐value below the significance threshold of ≤0.05 Genes shown in blue met the significance threshold but their change in expression was 2‐fold or below. In grey, genes that did not meet the significance threshold. We can observe an overall trend for reduced expression in the PTS supplemented diet. B) Gene set enrichment analysis showing the top enriched Reactome pathways in the results from the differential expression analysis. C) Significant Gene Ontology (GO) terms associated with differentially expressed genes in blood of rats on a diet supplemented with PTS. Only “Regulation of IL‐4 and IL‐10 production” terms are associated with upregulated genes (pink color); all other terms are liked to downregulated genes (blue color). GO analysis was performed using PANTHER database.^[^ ^23^ ^]^

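In edgeR's fit with the read fractions, the 1812 genes at an unadjusted p under 0.05 divided into 894 higher and 918 lower with CSAA+PTS. In DESeq2's fit P2ry10, a receptor of lymphocytes, rose by a log2 fold change of 0.61 (adjusted p = 0.0262), and Adgre5, an adhesion receptor of leukocytes, fell (-0.49, adjusted p = 0.0262).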

### 2.2 The Landscape of Changes in Blood mRNA Levels in Response to Pterostilbene (PTS)

Exposure of rats to diet supplemented with PTS resulted in statistically significant changes of expression levels of 243 genes in collected blood, after the deconvolution pipeline (Table S2, Supporting Information). The majority of changes, 192/243, demonstrated decrease in expression and the magnitude of the difference was greater than 2 in 48 out of 192 genes (Figure 1A). 

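Of the 192 genes that Table S2 lists as down, 171 could be matched and tested, and 170 had a log2 fold change below 0 in the mixture, with a median of -0.44. They held 17 interferon-stimulated genes, 13 erythroid, 7 platelet and 3 ribosomal protein genes of the lists used here. Bst2, which tethers budding viruses, had -1.01 (SE 0.385, edgeR unadjusted p = 0.0171) and Herc6 -0.55 (SE 0.185, edgeR unadjusted p = 0.00806). By rat, the median of the 171 genes against the CSAA mean was -0.98 in PTS_23, -0.85 in PTS_3, -0.41 in PTS_15, -0.30 in PTS_11 and 0.10 in PTS_7. In the RSV and CGA rats it ran from -0.77 (RSV_10) to 0.07 (CGA_16), with -0.48 in CGA_24 and -0.42 in RSV_22. With fractions in the fit the median of the 171 genes was -0.30, and 150 were below 0. In that fit the number of all Table S2 genes with the paper's sign ran from 134 to 214 of 215 with each rat left out. The authors selected these genes on the same rats, so their sign is no independent evidence. The paper held that the short list of genes in the mixture could come from subtle changes. It then explored whether diet effects were confounded with the proportions of cell types. From a model with estimated cell fractions it concludes that PTS changed 243 genes. The paper also measured selected genes by qRT-PCR and reports changes in the same direction, which for Slc7a5 and Pltp were not significant. It takes this concordance as further support for its approach.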

Among 144 downregulated genes with an absolute fold change of 2 and lower than 2 (FDR status, Figure 1A), only 14 fell below 1.5‐fold change. 

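Among the 51 genes that Table S2 lists as up, 36 carry only clone names or provisional locus symbols, against 29 of the 192 listed as down. The median expression of the genes listed as up was 2.13 CPM, against 28.9 CPM for those listed as down. In the mixture, all 44 that could be tested had a log2 fold change above 0, with a median of 1.23. Megf10, a phagocytosis receptor, had 1.24 and the acute phase gene Crp 0.75. With the fractions read by eye from the authors' chart in the fit, 15 of the 44 were above 0 and the median was -0.14. Over all Table S2 genes tested, up and down, 165 of 215 had the paper's sign in that fit, and 214 in the mixture. Across these genes the correlation with the paper's log2 fold changes was r = 0.503 with fractions and r = 0.974 in the mixture. With each rat left out in turn the number with the paper's sign in the fit with fractions ran from 134 to 214, so the signs depend on single rats. The median of these 44 genes against the CSAA mean was 3.09 in PTS_23, 0.34 in PTS_3, 0.17 in PTS_15, -0.36 in PTS_11 and -0.43 in PTS_7. It was 2.71 in RSV_22, 1.88 in CGA_24 and 1.49 in CSAA_17. Without the fifth rat of each diet the fitted median was 0.21, with 40 of the 44 above 0.

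**Figure D2:**
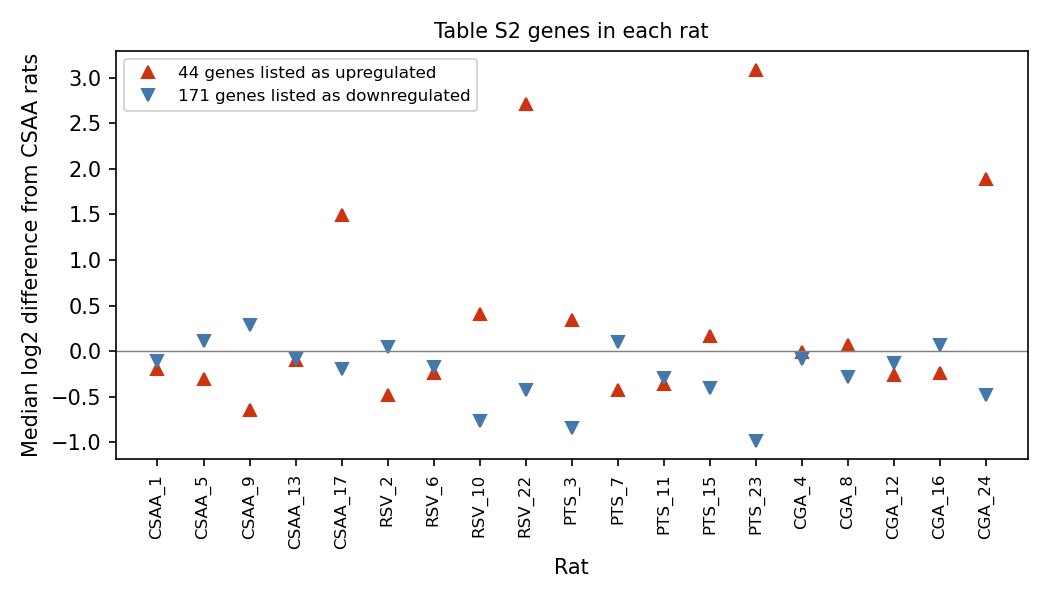
Median log2 difference from the CSAA mean, for each rat, of the genes that Table S2 lists as up and as down in the CSAA+PTS diet, as far as they could be tested. Each rat has 1 triangle pointing up for the genes listed as up and 1 pointing down for those listed as down. The genes listed as up are highest in the fifth rat of each diet.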

The remaining 51 genes out of 243 DEGs were upregulated and the increase in expression was greater than 2 in 48 of them (Figure 1A). Although overall more DEGs were downregulated, the majority of high‐magnitude changes were among upregulated genes, as shown in **Figure** **2**A depicting 60 top changes.

**Figure 2:**
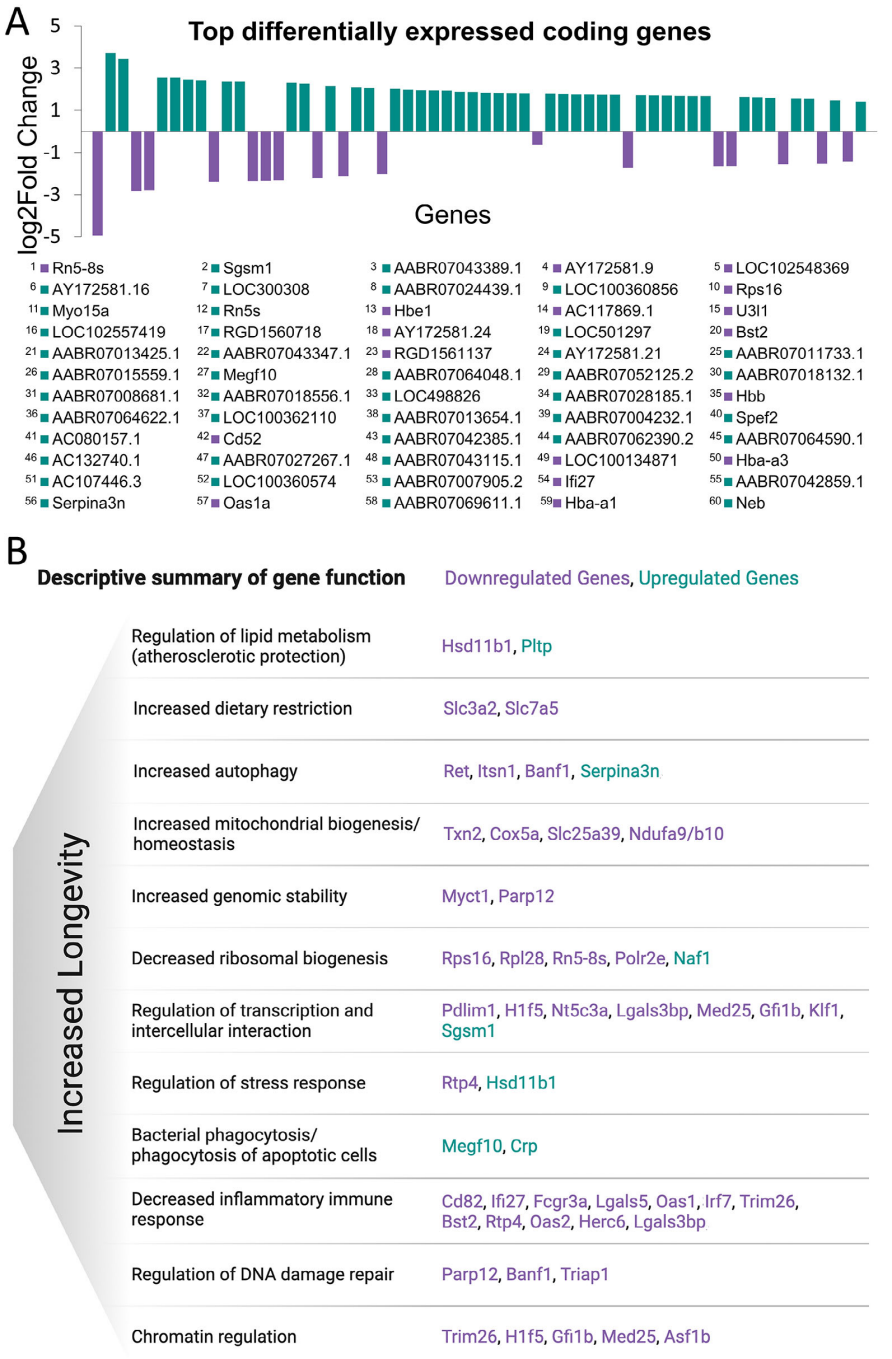
Transcriptomic changes in blood of rats exposed to pterostilbene (PTS)‐supplemented diet. A) Fold change values, expressed as log2(Fold Change), for the top 60 differentially expressed genes (DEGs) in PTS‐supplemented rats as compared to CSAA rats. Violet color corresponds to downregulated genes (negative value) whereas upregulated genes are marked in turquoise (positive value). Genes are numbered from the highest to the lowest (|log2(FC)| value. B) A descriptive summary of functions associated with differentially expressed genes (PTS‐target genes, fold change ≥1.5), as assessed by a literature search in PubMed. Functions associated with at least two genes are depicted. Downregulated genes are in violet and upregulated genes are in turquoise. The picture was created in BioRender.

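Rn5-8s, a 5.8S rRNA gene, was at 14.8 ± 24.6 CPM (n = 5) with CSAA+PTS and 64.1 ± 35.8 CPM (n = 5) with CSAA, a log2 fold change of -2.13 (SE 0.819, edgeR adjusted p = 0.640). With CSAA+RSV its log2 fold change was -2.07 (edgeR unadjusted p = 0.0305). Rps16, a protein of the small subunit, was at 120 ± 106 against 259 ± 68.9 CPM (-1.11, SE 0.539, edgeR adjusted p = 0.656). All annotated rRNA genes took 0.0126 ± 0.0123% of the counts with CSAA+PTS and 0.0464 ± 0.0261% with CSAA (exact two-sided permutation p = 0.0159, 0.0317 after adjustment over 6 shares). Their share was low with CSAA+RSV too, at 0.0160% (exact permutation p = 0.0476 against CSAA, 0.0952 after adjustment). With CSAA+CGA it was 0.0247% (exact permutation p = 0.0952, 0.286 after adjustment). CSAA+PTS and CSAA+RSV did not differ (exact permutation p = 0.627). rRNA genes have near-identical copies, and what is left of them in a library depends on rRNA removal. The 72 ribosomal protein genes as a group lay the other way. Their median was 0.20, with 66 above 0 (adjusted p = 1.20e-06, adjusted p = 0.922 with an estimated correlation). Their mean log2 CPM was higher by 0.16 (95% interval -0.27 to 0.60; exact permutation p = 0.476), with PTS_7 (8.68) and PTS_11 (8.78) above every CSAA rat and the other 3 CSAA+PTS rats at 7.77 to 8.09 against 7.89 to 8.45 with CSAA. Together they took 3.51 ± 0.365% of the counts with CSAA+PTS against 2.71 ± 0.177% with CSAA (exact permutation p = 0.00794, 0.0317 after adjustment). Rpl34 had 0.46 (SE 0.168, edgeR unadjusted p = 0.0142), higher in each CSAA+PTS rat than in every CSAA rat. The 41 ribosome biogenesis genes had a median of -0.01 (adjusted p = 0.991), and Bop1, which processes the large subunit rRNA, had -0.40 (SE 0.0976, edgeR unadjusted p = 0.000648).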

Interestingly, the top downregulated genes, *Rn5‐8s* and *Rps16*, encode components of the ribosome. In eukaryotes, the ribosome is the translation machinery and is composed of two subunits, four rRNAs, and multiple ribosomal proteins.^[^ ^24^ ^]^ The 5.8S rRNA is part of the large subunit along with 28S and 5S rRNAs. Rps16, in turn, is a ribosomal protein that is a component of the small subunit of the ribosome that contain 18S rRNA.^[^ ^24^ ^]^ A profound amount of energy is used for biogenesis of ribosomes to translate RNA into proteins. Reduction in energy‐consuming processes such as ribosomal biogenesis has been shown as a fundamental mechanism for extending lifespan.^[^ ^24^ ^]^

On the other hand, 5S rRNA (Rn5s) is among upregulated genes with 5‐fold increase in expression. 

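Rn5s was at 2.37 ± 4.08 CPM (n = 5) with CSAA+PTS and 0.690 ± 0.780 CPM (n = 5) with CSAA, a log2 fold change of 1.77 (SE 1.14, edgeR adjusted p = 0.694). Of the 5 CSAA+PTS rats, 1 was above every CSAA rat. In the fit with fractions the log2 fold change was -0.40 (SE 0.900). In both fits its sign turned as single rats were left out. 5S genes are many near-identical copies, so the count of this 1 feature is uncertain.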

Although it seems contradictory, it is important to note that 5.8S and 5S rRNAs are transcribed from distinct DNA loci and the function of 5S rRNA is unique.^[^ ^25^ ^]^ It forms a pre‐ribosomal complex with the ribosomal protein L5 prior to joining the ribosome. The interaction with L5 is required for the transport of 5S rRNA into the nucleolus where the ribosome will be assembled.^[^ ^25^ ^]^ Of importance, 5S rRNA plays a crucial role in the formation of a physical connection between the different regions of the ribosome. It may sense the amounts of other rRNAs and ribosomal proteins.^[^ ^25^ ^]^ Thus, upregulation of 5S rRNA could be a compensatory response to lower levels of 5.8S rRNA and ribosomal proteins.

The highest increase in mRNA levels was detected for *Sgsm1*, which is a modulator of small G‐protein signaling, predicted to be involved in regulation of transcription by RNA polymerase II.^[^ ^26^ ^]^ Importantly, reduced SGSM1 expression was linked to metastasis in nasopharyngeal carcinoma^[^ ^27^ ^]^ and was correlated with poor overall survival in gliomas, indicating SGSM1 anti‐oncogenic functions.^[^ ^26^ ^]^

### 2.3 Differentially Expressed Genes in Response to Pterostilbene (PTS) Are Associated with Functions that Counteract Hallmarks of Aging

Using existing evidence in literature for every gene individually from differentially expressed genes (fold change ≥ 1.5), we have performed a detailed functional analysis and depicted functions associated with at least two genes in Figure 2B. Recent findings emphasize 10 hallmarks of aging.^[^ ^28^ ^]^ Seven of those hallmarks are counteracted by functions of genes that are differentially expressed in response to PTS supplementation in our study. Those include: genomic instability (increase in genomic stability by PTS‐mediated changes), epigenetic alterations (regulation of chromatin by PTS), compromised autophagy (increased autophagy by PTS‐mediated changes), mitochondrial dysfunction (increased mitochondrial biogenesis by PTS), deregulated nutrient sensing (increased dietary restriction by PTS), altered intercellular interaction (regulation of cell–cell and cell–matrix interaction by PTS), and loss of proteostasis (phagocytosis and decreased ribosomal biogenesis by PTS) (Figure 2B). Hence, PTS‐target genes are enriched with functions that are tightly connected to slowing down aging and potentially increasing lifespan.

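The interferon-stimulated genes that were lower with CSAA+PTS include Isg15, a ubiquitin-like protein that is attached to other proteins (32.7 against 62.0 CPM, log2 fold change -0.92, SE 0.254, edgeR unadjusted p = 0.00183), its protease Usp18 (-0.55, SE 0.165, edgeR unadjusted p = 0.00353) and Ifit2, which binds viral RNA (-0.63, SE 0.219, edgeR unadjusted p = 0.00990). These 3 genes, and those that follow, were chosen after their values were seen. Among the members that were not lower were Gbp2 (0.27), Rsad2 (0.11), Psmb8 (0.07) and Epsti1 (0.05). The mean log2 CPM of the list was 4.77 ± 0.231 with CSAA+PTS (n = 5) and 5.20 ± 0.140 with CSAA (n = 5), a difference of -0.43 (95% interval -0.67 to -0.20). Each of the 5 CSAA+PTS rats lay below every CSAA rat, and the exact permutation p was 0.254 after adjustment over the lists tested, the lowest a single list can reach here. It was 5.23 ± 0.0923 with CSAA+RSV (n = 4) and 5.19 ± 0.184 with CSAA+CGA (n = 5). The differences from CSAA were 0.03 (95% interval -0.22 to 0.28) for RSV and -0.01 (95% interval -0.25 to 0.22) for CGA. Between compounds, CSAA+PTS was lower than CSAA+RSV by 0.46 (95% interval of the difference -0.71 to -0.21), with 54 of 56 genes below 0, and the list passed at both correlations (adjusted p = 2.58e-36, adjusted p = 0.0489 with an estimated correlation), while the adjusted exact permutation p was again 0.254. Against CSAA+CGA the difference was -0.42 (95% interval -0.65 to -0.18; adjusted p = 1.33e-23, adjusted p = 0.230 with an estimated correlation).

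**Figure D3:**
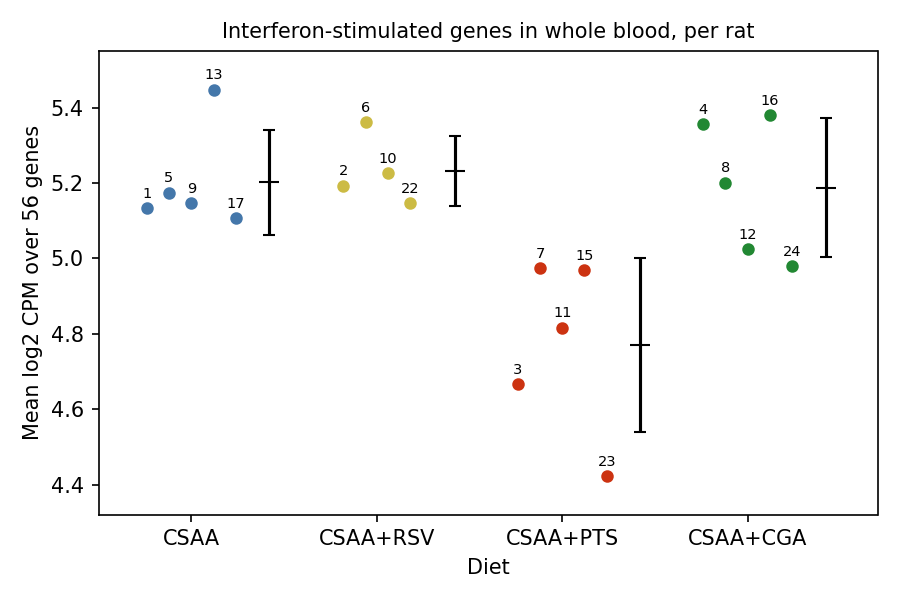
Mean log2 CPM of the interferon-stimulated genes in each rat, by diet. Each point is 1 rat and carries its number, and the bars are the mean and SD of the diet. The 5 CSAA+PTS rats lie below the 5 CSAA rats.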

A decrease in the inflammatory immune response is a category that encompasses the highest number of differentially expressed genes, including genes from the interferon signaling pathway. One of them is *Ifi27*, the interferon alpha inducible protein 27, that is downregulated upon PTS supplementation. 

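With the other compounds Ifi27 was at 153 CPM (CSAA+RSV, n = 4; log2 fold change -0.01, SE 0.264, edgeR unadjusted p = 0.966) and 140 CPM (CSAA+CGA, n = 5; -0.13, edgeR unadjusted p = 0.603).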

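Irf7, the transcription factor that switches on type I interferon genes, was at 643 ± 239 CPM (n = 5) with CSAA+PTS and 1182 ± 127 CPM (n = 5) with CSAA, a log2 fold change of -0.88 (SE 0.242, edgeR unadjusted p = 0.00180). All 5 CSAA+PTS rats were below every CSAA rat. Its level was 1171 CPM with CSAA+RSV and 1077 CPM with CSAA+CGA. In the fit with fractions DESeq2 called it, at -0.74 (adjusted p = 0.0225), together with Rnf213, an interferon-induced ubiquitin ligase (-0.77, adjusted p = 0.0262).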

Another downregulated gene with functions related to Ifi27 is *Irf7*, the interferon regulatory transcription factor. Both *Ifi27* and *Irf7* play a pro‐inflammatory role and their upregulation is associated with driving inflammatory conditions.^[^ ^29^, ^30^ ^]^ Of relevance, IFI27 has been found to be significantly overexpressed in individuals between ages 90 and 99 as compared to middle‐age controls, raising a possibility that IFI27 may be implicated in regulation of longevity and healthy aging.^[^ ^13^ ^]^ IRF7, in turn, was upregulated in aging adipose‐derived stromal cells which was driving aging‐associated metabolic dysfunction.^[^ ^31^ ^]^ Downregulation of *Lgals3* *bp*, which is implicated in the immune response, may also create a functional bridge to lengthen lifespan. LGALS3BP protein level was found to be lower in middle‐aged people compared to those 90–99 years of age^[^ ^13^ ^]^ and in men who lived longer as compared to those who died earlier, within 12 years of follow‐up.^[^ ^32^ ^]^

In the group of PTS‐downregulated genes that functionally drive inflammatory response, we detected two interesting candidates, *Oas2* and *Oas1a*. 

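Oas2 and Oas1a make the 2'-5' oligoadenylates that activate RNase L against viral RNA. Oas2 was at 2.69 ± 0.583 CPM (n = 5) with CSAA+PTS and 5.59 ± 2.23 CPM (n = 5) with CSAA, a log2 fold change of -1.06 (SE 0.242, edgeR unadjusted p = 0.000347), with 4 of the 5 CSAA+PTS rats below every CSAA rat. Oas1a was at 28.0 ± 10.5 against 56.4 ± 6.00 CPM (-1.01, SE 0.229, edgeR unadjusted p = 0.000306), with all 5 below, and DESeq2 on the 4 diets called it (adjusted p = 0.0491). Oas1a has close copies in the rat, which may share its reads. With CSAA+RSV the genes were at 6.32 and 59.1 CPM, and with CSAA+CGA at 5.52 and 48.8 CPM. The paper ties both Ifi27 and Irf7 to inflammation, and from the higher IFI27 in the oldest people it raises the possibility of a role of IFI27 in healthy aging.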

*OAS* genes inhibit virus replication through the activation of RNA cleavage pathway and have been demonstrated to enhance secretion of pro‐inflammatory cytokines in infectious disease^[^ ^33^ ^]^ and contribute to inflammation in psoriasis.^[^ ^34^ ^]^ Importantly, low doses of anti‐viral chloroquine decreased levels of *Oas1a* and *Oas2* in aged rats which was accompanied by extended lifespan.^[^ ^35^ ^]^ *Oas2* was also among the genes overexpressed in the liver and kidney of older rats compared to younger rats.^[^ ^36^ ^]^

Healthy longevity has also been shown to be promoted by dietary restriction and limited essential amino acid intake.^[^ ^37^, ^38^ ^]^ PTS‐mediated downregulation of transporters such as *Slc7a5* and *Slc3a2* that mediate uptake of amino acids, including essential amino acids, may facilitate dietary restriction and thus increase longevity.^[^ ^39^ ^]^

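Slc7a5, the light chain of a transporter of large neutral amino acids, was at 26.1 ± 11.4 CPM (n = 5) with CSAA+PTS and 54.3 ± 8.17 CPM (n = 5) with CSAA, a log2 fold change of -1.06 (SE 0.297, edgeR unadjusted p = 0.00213). Its heavy chain Slc3a2 was at 133 ± 47.5 against 152 ± 32.7 CPM (-0.19, SE 0.228, edgeR unadjusted p = 0.422). The glycine transporter Slc6a9 had -0.52 (SE 0.200, edgeR unadjusted p = 0.0179). Of 22 amino acid transport genes 17 were below 0 (median -0.22, adjusted p = 0.0122, adjusted p = 0.922 with an estimated correlation), and adjusted over the list alone 1 passed. Rtp4 was at 8.99 ± 1.29 CPM against 14.5 ± 2.99 CPM (edgeR unadjusted p = 9.76e-05). Of 24 ISR genes 16 were below 0 (median -0.15, adjusted p = 0.0294, adjusted p = 0.922 with an estimated correlation), among them the stress sensor Sesn2 (-0.41, SE 0.115, edgeR unadjusted p = 0.00198) and the tyrosyl-tRNA synthetase Yars1 (-0.54, SE 0.205, edgeR unadjusted p = 0.0161). Adjusted over the list alone 2 passed. Of 100 splits of the 10 rats, the real one included, 81 gave at least as many lists passing as the 8 found between the diets.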

Decreased levels of amino acids have been shown to be sensed by the integrated stress response (ISR) pathway that activates pro‐longevity genes (e.g., FGF21).^[^ ^37^ ^]^ However, the active ISR pathway has also been linked to cognitive decline in aging.^[^ ^40^ ^]^ Inhibition of ISR improved cognitive functions and was accompanied by decreased expression of *Rtp4* in hippocampal samples of aged mice.^[^ ^40^ ^]^ Interestingly, downregulation of *Rtp4* is mimicked by PTS supplementation in our study (Figure 2B). 

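Hsd11b1 was at 7.62 ± 6.88 CPM (n = 5) with CSAA+PTS and 4.61 ± 1.32 CPM (n = 5) with CSAA, a log2 fold change of 0.73 (SE 0.461, edgeR adjusted p = 0.694). It was 0.02 in the fit with fractions and -0.02 in the mixture without PTS_23.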

Regulation of stress response signaling molecules is also executed by another gene in this category, namely *Hsd11b1*. This gene encodes for hydroxysteroid 11‐beta dehydrogenase which catalyzes the reversible conversion of the inactive metabolite cortisone to the stress hormone cortisol, the main glucocorticoid.^[^ ^41^ ^]^ Although HSD11B1 impairs anti‐tumor immune response due to rising levels of glucocorticoids^[^ ^42^ ^]^ and increased expression of HSD11B1 in aged skin leads to impaired skin barrier function,^[^ ^43^ ^]^ the effects of HSD11B1 are complex and include anti‐inflammatory activity in skin cells, as well.^[^ ^44^ ^]^ Considering latest evidence for pro‐longevity effects of *Hsd11b1* inhibition in rodents and in pilot trials in healthy elderly people,^[^ ^41^ ^]^ PTS‐mediated increase of *Hsd11b1* expression in rat blood may have more diverse effects, possibly focused on homeostasis between anti‐ and pro‐inflammatory signals.

Apart from regulating the stress response, *Hsd11b1* has also been implicated in regulation of lipid metabolism. Of note, improved lipid metabolism has been positively linked to familial longevity.^[^ ^45^ ^]^ Deficiency in *Hsd11b1* brings about cardioprotective lipid profile in some studies whereas other studies show no modulation of atherosclerosis susceptibility upon HSD11B1 inhibition.^[^ ^46^ ^]^ It is possible that PTS increases *Hsd11b1* expression in our study primarily to suppress inflammation by acute release of glucocorticoids. 

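Pltp, which moves phospholipids between lipoproteins, was at 5.49 ± 2.55 CPM (n = 5) with CSAA+PTS and 10.7 ± 1.63 CPM (n = 5) with CSAA, a log2 fold change of -0.97 (SE 0.305, edgeR unadjusted p = 0.00494), with 4 of the 5 CSAA+PTS rats below every CSAA rat. With CSAA+RSV the log2 fold change was -0.73 (edgeR unadjusted p = 0.0367).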

Within the group of genes linked to lipid metabolism, we also identified *Pltp*, a phospholipid transfer protein that is reduced by PTS. *Pltp* regulates lipid metabolism by increasing transfer of phospholipids and cholesterol from lipoproteins to HDL and thus increasing the size of HDL.^[^ ^47^ ^]^ *PLTP* was one of the genes significantly upregulated in blood specimens and linked to a favorable lipid profile in centenarians.^[^ ^45^ ^]^ Thus, the role of *Pltp* downregulation by PTS in blood of rats in our study is not clear and may be linked to homeostasis in inflammatory signaling pathways.

Chromatin regulation is another interesting category represented by *Asf1b* and *Gfi1b*, among others, that were downregulated in response to PTS (Figure 2B). 

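Gfi1b, a repressor that guides red cell and platelet precursors, was at 9.46 ± 3.29 CPM (n = 5) with CSAA+PTS and 15.8 ± 1.19 CPM (n = 5) with CSAA, a log2 fold change of -0.74 (SE 0.228, edgeR unadjusted p = 0.00450), with all 5 CSAA+PTS rats below every CSAA rat. Asf1b, a chaperone of histones H3 and H4, was at 1.09 ± 0.456 against 1.94 ± 0.519 CPM (-0.83, SE 0.282, edgeR adjusted p = 0.613), with 3 of the 5 below.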

Elevated histone chaperone ASF1B brings about oncogenic effects in cancer.^[^ ^48^, ^49^ ^]^ Its involvement in longevity is supported by the evidence demonstrating that reduced expression of another member of the ASF1 family, *ASF1A*, correlates with familial longevity, which may result from alterations in histone modifications.^[^ ^13^ ^]^ Indeed, changes in chromatin state have been shown to be the key event of mammalian aging.^[^ ^50^ ^]^ GFI1B is a DNA binding transcriptional regulator implicated in hematopoietic differentiation.^[^ ^51^ ^]^ Along with lysine‐specific demethylase, KDM1A, GFI1B recruits histone deacetylase to suppress transcription of numerous genes controlling hematopoiesis.^[^ ^52^, ^53^ ^]^ As for ASF1B, abnormal activation of GFI1B contributes to blood malignancies.^[^ ^54^ ^]^

### 2.4 Validation of Changes in Expression of Candidate Genes in Response to Pterostilbene (PTS), Using qRT‐PCR

Using qRT‐PCR, we have validated changes in gene expression for several genes from key functional categories such as inflammatory immune response (*Irf7*, *Oas2*, *Oas1a*, *Ifi27*), regulation of intercellular interaction (*Lgals3* *bp*), stress response (*Rtp4*), dietary restriction (*Slc7a5*), and lipid metabolism (*Pltp*) (**Figure** **3**A). Of importance, the selected genes were linked to regulation of longevity and aging, as described in the paragraph above.

**Figure 3:**
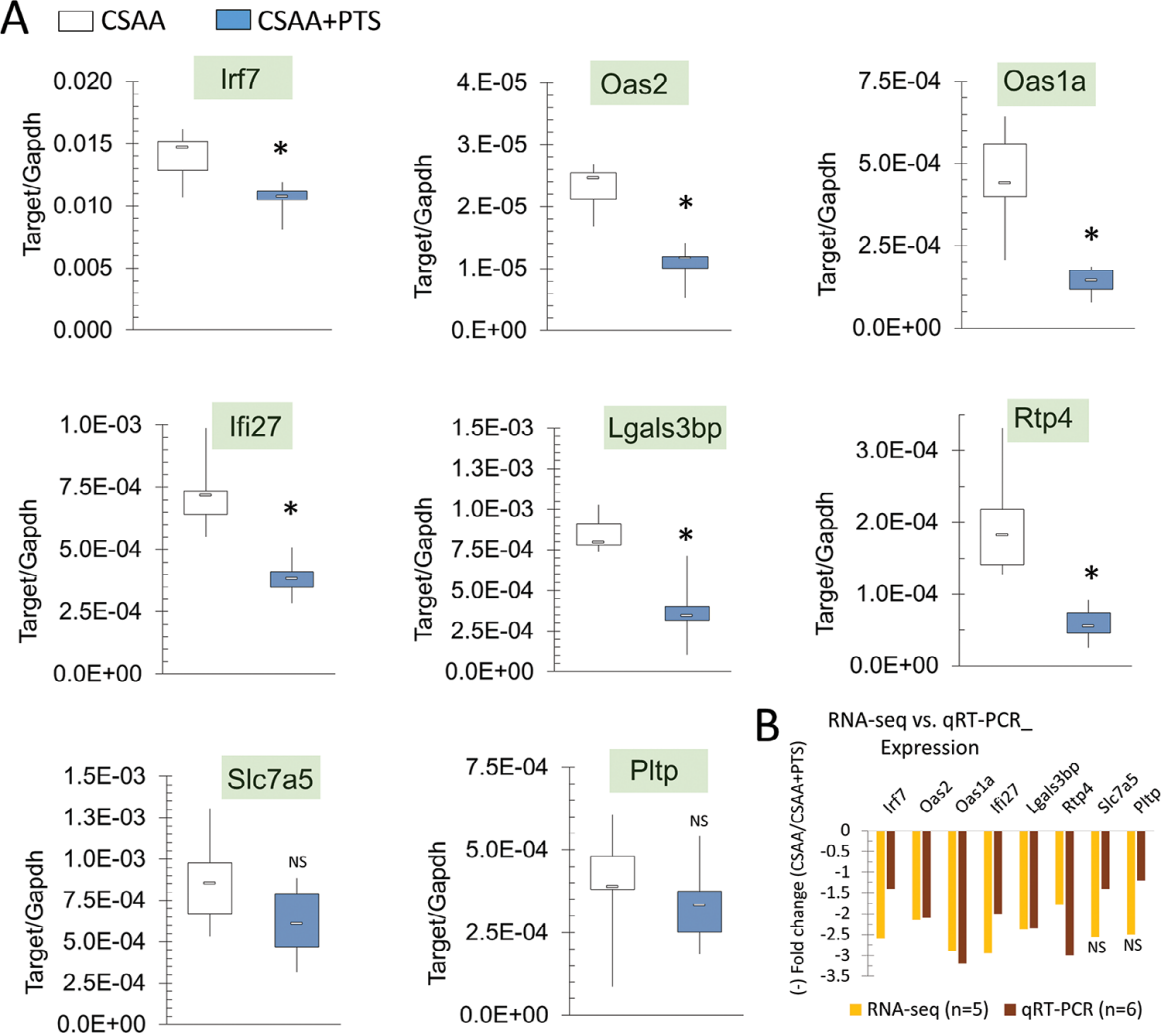
Quantitative validation of transcriptomic changes in blood of rats exposed to pterostilbene (PTS)‐supplemented diet for the selected PTS‐target genes. A) Downregulation of *Irf7*, *Oas2*, *Oas1a*, *If*i27, *Lgals3* *bp*, *Rtp4*, *Slc7a5*, and *Pltp* in PTS‐supplemented group of rats (CSAA+PTS) versus CSAA control group, as measured by qRT‐PCR. All results expressed in a boxplot as min, IQR, and max of target/Gapdh; *n* = 6 per group; *p < 0.05. Statistical analysis of qRT‐PCR was performed using Mann–Whitney *U* test. B) Fold‐change in expression values (CSAA+PTS/CSAA) for the selected PTS‐target genes as measured by RNA‐seq (*n* = 5) or qRT‐PCR (*n* = 6). Fold change is shown as a negative value to reflect downregulation of the selected genes in CSAA+PTS versus CSAA.

There was an association between changes detected in RNA‐seq and qRT‐PCR considering the direction and magnitude of a change (Figure 3A,B). Although downregulation of *Slc7a5* and *Pltp* was statistically non‐significant, the direction of the change was maintained. For the remaining genes, both techniques detected significant changes in the same direction (Figure 3B). The concordance between qRT‐PCR results and the candidate DEGs identified by the ortholog‐deconvolution pipeline further supports using high‐confidence orthologs to leverage information from mouse datasets.

### 2.5 Assessing Expression of the Selected Pterostilbene (PTS)‐Target Genes in Human Tissues

Functional analyses of genes that were differentially expressed in blood of rats exposed to PTS (i.e., PTS‐target genes) suggest a possible impact on longevity and healthy aging. Therefore, we have hypothesized that PTS‐target genes may be differentially expressed in humans depending on their biological age. Using publicly available data in the Gene Expression Omnibus (GEO), we identified GSE67220 dataset of RNA‐seq in whole blood of young (46 ± 3 years, *n* = 11) versus aged (68 ± 4 years, *n* = 9) individuals. The blood expression profile of the selected PTS‐target genes that were validated by qRT‐PCR (Figure 3) did not show any significant differences in this dataset (data not shown). The lack of age‐dependent changes in gene expression in the blood may result from the low number of research participants and/or the fact that the chronological age of patients does not always reflect their biological age.^[^ ^8^ ^]^ Moreover, the discordance of cohorts in terms of biological sex, genetic ancestry, ethnicity, and other demographic characteristics may mask the changes in gene expression. Cell type composition changes in whole blood samples may come into play as well.

Aging is associated with impaired functions of the liver which is a central organ in regulation of cellular metabolism.^[^ ^55^ ^]^ Disturbed metabolism, including dysfunctional lipid metabolism and the inability of the liver to transport lipids to peripheral tissues, has been mechanistically connected to accelerated aging.^[^ ^56^ ^]^ Hence, we have analyzed expression of the selected PTS‐target genes in the liver tissue of young versus aged individuals (**Figure** **4**), as well as in individuals with steatosis or non‐alcoholic steatohepatitis (NASH) (**Figures** **5** and **6**). Of note, steatosis is fat accumulation in the liver, which compromises its functioning but without signs of liver inflammation or damage. The latter two features are characteristic of NASH that is the most severe type of non‐alcoholic fatty liver disease (NAFLD).^[^ ^57^ ^]^

**Figure 4:**
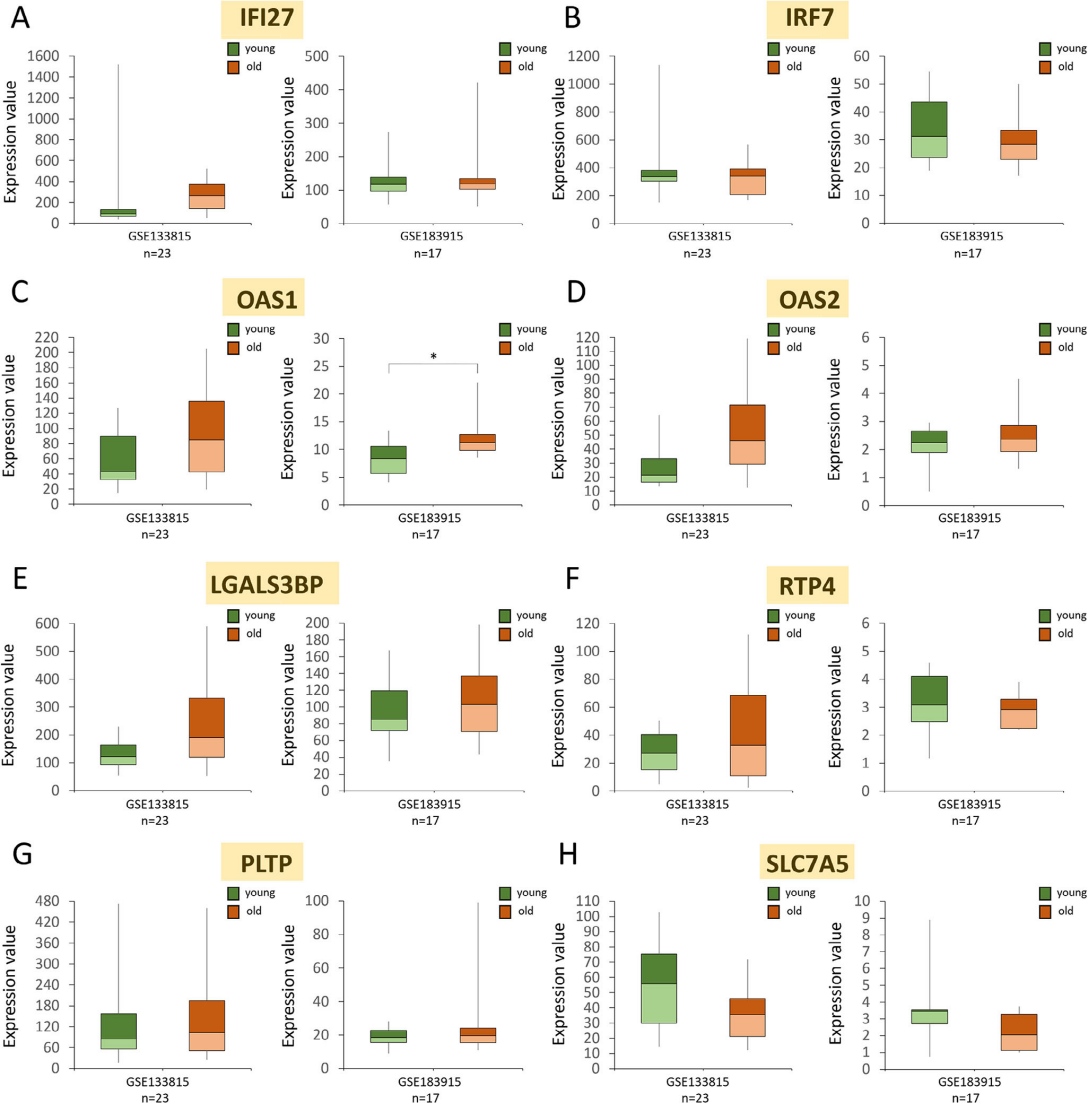
Expression of selected PTS‐target genes in human liver tissue from healthy individuals in different age groups. A‐H) Expression of the selected PTS‐target genes in young (<49 years of age) versus older (>74 years of age) adults, based on the Affymetrix array (GSE133815) and RNA sequencing (GSE183915) from publicly available datasets in the Gene Expression Omnibus (GEO) database. Results expressed as min, IQR, and max of the array intensity or RNA‐seq value (expression value); *p < 0.05. Patient characteristics corresponding to the data are depicted in Table S3, Supporting Information.

**Figure 5:**
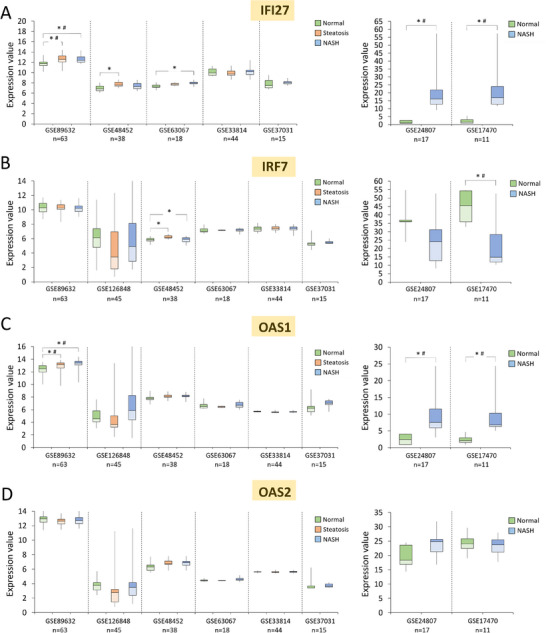
Expression of IFI27, IRF7, OAS1, and OAS2 in human liver tissues from healthy individuals and patients with steatosis or non‐alcoholic steatohepatitis (NASH). A–D) Expression of IFI27, IRF7, OAS1, and OAS2 in the liver of healthy individuals (Normal) and patients with steatosis or NASH, based on the Affymetrix, Illumina, or CodeLink Human Whole Genome array data from publicly available datasets in the Gene Expression Omnibus (GEO) database. Results expressed as min, IQR, and max of the array intensity (expression value); *p < 0.05; ^#^adjusted *p* < 0.05. Patient characteristics corresponding to the data are depicted in Table S4, Supporting Information.

**Figure 6:**
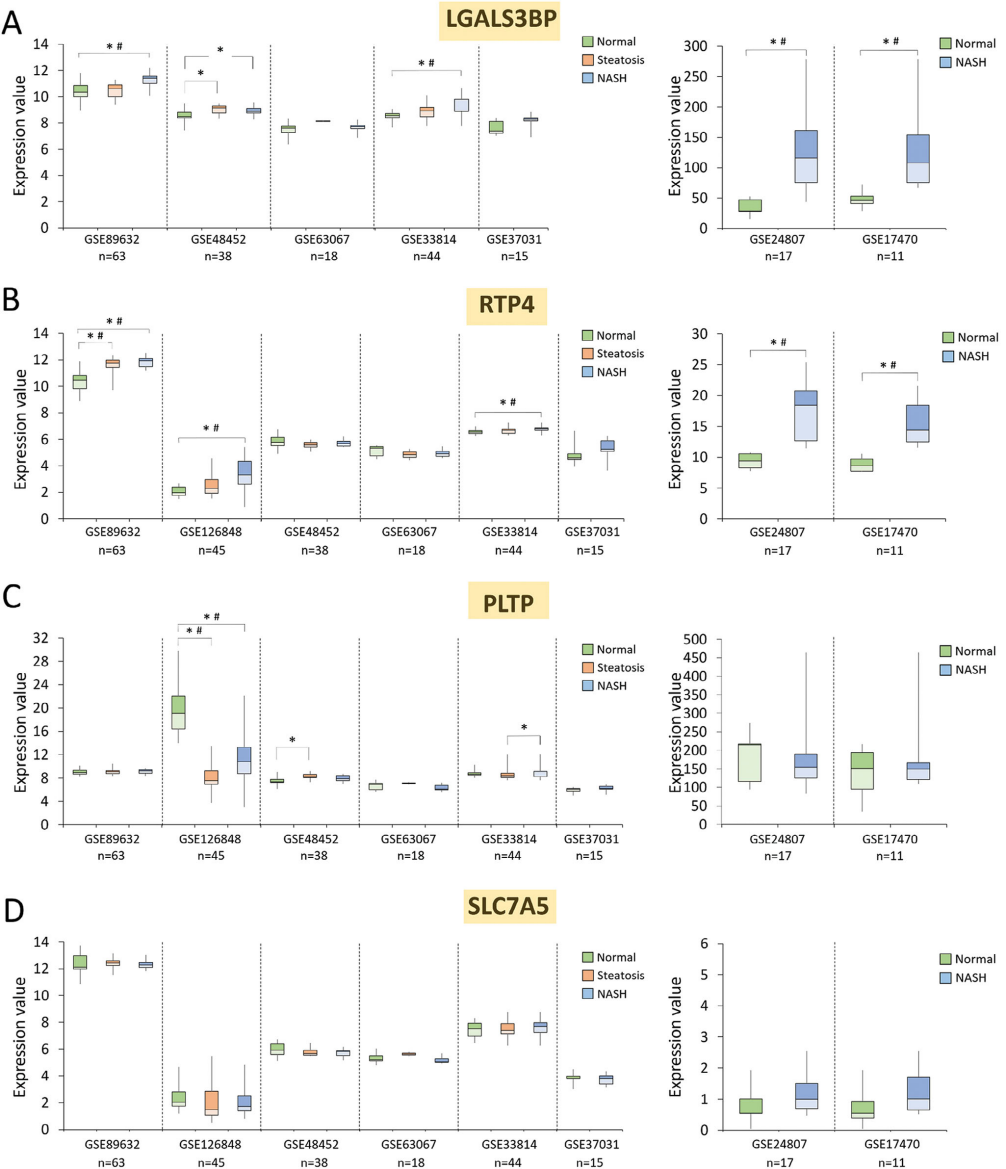
Expression of LGALS3BP, RTP4, PLTP, and SLC7A5 in human liver tissues from healthy individuals and patients with steatosis or non‐alcoholic steatohepatitis (NASH). A–D) Expression of LGALS3BP, RTP4, PLTP, and SLC7A5 in the liver of healthy individuals (Normal) and patients with steatosis or NASH, based on the Affymetrix, Illumina or CodeLink Human Whole Genome array data from publicly available datasets in the Gene Expression Omnibus (GEO) database. Results expressed as min, IQR, and max of the array intensity (expression value); *p < 0.05; ^#^adjusted *p* < 0.05. Patient characteristics corresponding to the data are depicted in Table S4, Supporting Information.

The selected PTS‐target genes are downregulated upon PTS supplementation which would imply their upregulation in aging liver and in a disease state such as fatty liver disease. Indeed, we detected increases in expression of some of the selected PTS‐target genes in livers from older adults (>74 years of age) as compared to young adults (<49 years of age) (Figure 4). In GSE133815 dataset, mRNA increases were detected for six out of eight genes, for instance 3‐fold increase for *IFI27* (Figure 4A) and 2‐fold increase for *OAS1* and *OAS2* (Figure 4C,D) in older versus young individuals, however no changes were statistically significant (*p* > 0.05) (Figure 4). In another dataset of RNA‐seq of liver tissue, GSE183915, statistically significant upregulation was observed only for *OAS1* with 35% increase in the median expression in older versus young individuals (*p* < 0.05; adj. *p* > 0.05) (Figure 4C).

Interestingly, PTS‐target genes also showed a pattern of increased mRNA levels in liver tissue of individuals diagnosed with different stages of fatty liver disease (Figure 5). In GSE89632 dataset, with the highest number of participants (n = 63), *IFI27* was significantly upregulated by 7% and 5.4% in steatosis and NASH, respectively, as compared with healthy individuals (normal) (adj. *p* < 0.05) (Figure 5A, left panel). Among the remaining six datasets, four of them showed *IFI27* upregulation in NASH as well, with the highest and statistically significant increase after the adjustment for multiple comparisons in GSE24807 (16.5‐fold increase) and GSE17470 (11‐fold increase) (Figure 5A, right panel). *OAS1* is consistently upregulated in NASH compared with healthy individuals and the change reaches statistical significance in three out of eight datasets (adj. *p* < 0.05) (Figure 5C). In GSE89632 dataset with the highest number of participants, *OAS1* expression is significantly upregulated also in steatosis versus healthy (Figure 5C). As observed for *IFI27*, the highest 3‐fold increase in *OAS1* expression in NASH is reported in GSE24807 and GSE17470 datasets (Figure 5C, right panel). Expression of *IRF7*, which is another candidate implicated in driving inflammatory response, was significantly increased by 2.1% in one dataset, GSE48452 (*p* < 0.05; adj. *p* > 0.05) (Figure 5B). Another dataset, GSE17470, unexpectedly showed *IRF7* mRNA level to be significantly decreased (adj. *p* < 0.05) (Figure 5B, right panel). Of note, GSE17470 had the smallest number of participants (*n* = 11) among the eight datasets.

Among genes engaged in regulation of intercellular interaction (*Lgals3* *bp*), stress response (*Rtp4*), lipid metabolism (*Pltp*), and dietary restriction (*Slc7a5*) (Figure 6), *LGALS3BP* expression rises in NASH versus normal (healthy individuals), with adj. *p* < 0.05 in four out of eight datasets (Figure 6A). Similarly, *RTP4* is significantly upregulated in NASH in five datasets as well as in steatosis in one of the GEO entries (adj. *p* < 0.05) (Figure 6B). The magnitude of changes is the largest in GSE24807 and GSE17470. *LGALS3BP* and *RTP4* are upregulated by 2.3–4‐fold and 1.7–2‐fold, respectively, in these sets (Figure 6A,B, right panels). Interestingly, an increase in expression of *PLTP* in steatosis or NASH was detected in two datasets, GSE48452 and GSE33814 (*p* < 0.05; adj. *p* > 0.05), whereas GSE126848 showed statistically significant downregulation of *PLTP* in both steatosis and NASH (adj. *p* < 0.05) (Figure 6C).

## 3 Discussion

Differentially expressed genes in the blood samples of rats on a diet supplemented with PTS, as compared with a control CSAA diet, are enriched with multiple pathways (Figure 1B,C) and processes (Figure 2B) that counteract aging.^[^ ^28^ ^]^ Among hallmarks of aging, impaired autophagy, mitochondrial dysfunction, and loss of proteostasis are major processes that emerge in the immune system and drive age‐related decline of the immune functions, leading to low‐grade chronic inflammation, so called inflammaging, in the blood and tissues.^[^ ^58^ ^]^ In turn, inflammaging results in disturbances in metabolism, including immune cell metabolism, which further exacerbates inflammatory responses controlled by the immune system. Importantly, most changes induced by PTS in gene expression in the blood in our study are linked to a decreased inflammatory response, particularly of the innate immune system and interferon pathway (Figure 2B). Indeed, many interferon‐related genes upregulated during viral infection in rats were found to be downregulated by PTS in this study (e.g., *Oas1a*, *Oas2*, *Irf7*, *Ifi27*, *Lgals3* *bp*). These changes may indicate a shift in macrophage polarization from pro‐inflammatory M1 to anti‐inflammatory M2 types.^[^ ^59^ ^]^ Indeed, previous studies showed that PTS can depolarize M1 macrophages or microglia and promote their transition to anti‐inflammatory M2 macrophage phenotypes.^[^ ^60^ ^]^ Since resident macrophages of certain tissues appear to preferentially polarize to M1 types with aging.^[^ ^61^, ^62^ ^]^ PTS‐induced shift to M2 macrophages would imply prevention of age‐associated inflammatory immune phenotypes. Importantly, our gene ontology analysis (Figure 1C) confirms a decrease in M1‐activating type II interferon (IFNγ) and an increase in M2‐activating IL‐4, which further suggests the change to the anti‐inflammatory state upon PTS supplementation.^[^ ^59^ ^]^ Apart from IL‐4, another anti‐inflammatory cytokine, IL‐10, is associated with PTS‐upregulated genes, which could contribute to maintaining the balance of the immune response. Of note, it has been proposed that over the course of a lifetime, reduction in inflammation may prolong longevity.^[^ ^63^ ^]^ Interestingly, reducing constitutive levels of the antiviral RNA sensor oligoadenylate synthetase, *Oas1*, one of the downregulated genes in this study, can promote longevity in mice.^[^ ^64^ ^]^

PTS may also further promote anti‐inflammatory immune phenotypes and cellular homeostasis by activating autophagy and related processes such as endoplasmic reticulum delivery into autophagosomes (so called ERphagy), as indicated in Figure 2B. Indeed, macrophages of aged mice show decreased autophagic ability and increased anti‐autophagic mTOR signaling, resulting in a greater propensity to polarize to pro‐inflammatory M1 macrophages upon inflammatory stimuli.^[^ ^65^ ^]^ In our study, PTS supplementation strongly reduced expression of *Rn5‐8s* (Figure 2A), a highly abundant ribosome subunit transcribed by RNA Pol III, whose levels are thought to reflect cell stress and mTOR activity.^[^ ^66^ ^]^ Additionally, ribosome biogenesis contributes to immune cell activation and innate immune anti‐viral functions.^[^ ^67^ ^]^ Thus, PTS may halt immune cell activation through immunometabolism, i.e., changes in cellular metabolism that affect immune cell functions.^[^ ^68^ ^]^ A further autophagy‐promoting signal mediated by PTS in our study results from downregulation of *Slc7a5* (Figure 2A) that regulates mTOR activity through the increased uptake of essential amino acids; the knockdown of *Slc7a5* hinders amino acid uptake, potentially signaling dietary restriction^[^ ^39^ ^]^ prevents mTORC1 activation, and enhances autophagy.^[^ ^39^ ^]^ Importantly, previous studies showed that the PTS analog, RSV, mimics the effects of dietary restriction in mice and leads to decreased expression of pro‐inflammatory *Ifi27* in the liver and other organs, indicating suppression of inflammatory responses.^[^ ^69^ ^]^ PTS treatment also reduced the expression of *Itsn1* gene encoding for one of key inhibitors of autophagosome formation and trafficking (Figure 2B). Overall, by promoting autophagy, PTS gains the ability to maintain immune cells in a quiescent state to avoid spontaneous interferon production and excessive inflammation, to promote balanced proteostasis, and to prevent the accumulation of dysfunctional mitochondria and proteins, which can rescue a cell from increased ROS production, decreased respiratory functioning, and increased pro‐apoptotic signaling.^[^ ^70^ ^]^

As shown in Figure 1C, type 1 interferon‐mediated signaling pathway, that plays a role in adaptive immunity cell maturation and activation, is likely inhibited by PTS in our study. Findings by Shabani et al. echo this conclusion as they found that another phytoestrogen with stilbene rings, RSV, decreases M1 macrophage polarization and increases T_Reg_ cell population in a mouse model of obesity.^[^ ^71^ ^]^ Indeed, PTS has been previously shown to promote T_Reg_ differentiation in a dendritic cell‐dependent manner.^[^ ^72^ ^]^ The beneficial effects of phytoestrogens can therefore be clinically useful to treat conditions exhibiting overactive immune inflammation, such as irritable bowel disease (IBD) and multiple sclerosis (MS), which likely develops because of insufficient T_Reg_s. However, whether these compounds can act as general longevity prophylactics or only as anti‐inflammatories in cases of pre‐existing inflammation and immune dysregulation, remains to be seen. Surprisingly, certain “reverse interferon” signatures like those found here, which might be expected to be anti‐inflammatory, can contribute to the development of spondyloarthritis in rats.^[^ ^73^ ^]^ As such, long‐term consumption of these compounds may not necessarily be health‐promoting under all circumstances. Nevertheless, we also observed downregulation of *Rtp4* that has recently been involved in the inflammatory response.^[^ ^74^ ^]^ *Rtp4* is induced by type 1 interferon in infections and consequently interferes with interferon signaling pathways. *Rtp4*‐knockout mice have higher levels of type 1 interferon response specifically in the brain and better survival upon infection with malaria parasites.^[^ ^74^ ^]^ Thus, PTS‐mediated decrease in *Rtp4* expression may have a regulatory effect and contribute to homeostasis in inflammatory signaling pathways, considering dampened inflammatory response due to changes in other interferon‐related genes.

While the direct effects of PTS on the immune system can account for the majority of the observed effects on interferon signaling and macrophage polarization genes, evidence suggests that decreases in interferon‐related genes can stem from alterations in the microbiota following phytoestrogen antioxidant incorporation into the diet.^[^ ^71^ ^]^ Indeed, Stefan et al. noted reductions in type 1 interferon (IFN‐I) and *Irf7* levels, like in our study, following microbiome modifications in mice.^[^ ^75^ ^]^ *Irf7* encodes for a key transcriptional regulator of IFN‐I immune response, and downregulation of *Irf7* was previously demonstrated to be associated with anti‐inflammatory responses.^[^ ^30^ ^]^ Dendritic cells seem to be strongly involved the immune‐microbiota cross‐talk, and may be downregulated in this experiment as shown by decreased signaling of TLR3, a dendritic‐specific receptor involved in dendritic cells maturation and microbiota recognition, in the PTS‐supplemented group of rats (Figure 1C).^[^ ^76^ ^]^ In terms of microbial commensals, RSV and PTS normalize the microbiota composition of mice in various conditions, such as IBD or an experimental model of colitis^[^ ^77^ ^]^ potentially due to their ability to restore intestinal barrier integrity.^[^ ^78^ ^]^

Considering that low‐grade inflammation, i.e., inflammaging, accompanies the process of aging and results in metabolic imbalance and impaired liver functions,^[^ ^55^, ^56^ ^]^ we assessed whether the selected PTS‐target genes are differentially expressed in human liver tissue between young and older individuals (Figure 4), as well as in individuals with liver disease, steatosis or NASH (Figures 5 and 6). Although only *OAS1* demonstrated a statistically significant upregulation with aging, majority of remaining genes showed the same direction of change, although statistically non‐significant (Figure 4). When liver samples from steatosis or NASH patients were analyzed, statistical significance was achieved for majority of genes and in many databases (Figures 5 and 6). The expression patterns for PTS‐target genes in human samples may not fully overlap with expected changes based on the results in our rat model due to several factors, including a low number of participants, a discrepancy between biological and chronological age, and a methodological approach in independent studies. In addition, some PTS‐targets have functions that could be beneficial or harmful depending on the context. For instance, reduction in expression of the *SLC7A5* transporter, and thus in transport of amino acids, mimic a dietary restriction state that is linked to increased longevity.^[^ ^37^, ^39^ ^]^ Hence, PTS reduces *Slc7a5* in blood of healthy rats. However, amino acids play a vital role in liver functions (e.g., glycine), and restricting them in liver disease is not beneficial.^[^ ^79^ ^]^ Hence, we do not observe SLC7A5 increase in databases in patients with liver disease.

In conclusion, our study is the first to characterize transcriptomic patterns in blood of healthy animals consuming diets supplemented with polyphenols. We discover that only PTS, but not RSV or CGA, used at the same molar concentrations, results in detectable modifications in the gene expression landscape. This finding is in concordance with higher bioavailability of PTS that may translate into higher biological activity. PTS incorporation into the diet of healthy rats has shown to target functions associated with hallmarks of aging that are linked together to bring about low‐grade inflammation, i.e., inflammaging, and consequently dysregulation of the immune system and cellular metabolism. Such findings provide a rationale for pre‐clinical and clinical longevity studies and encourage investigations of PTS in decelerating the process of aging and in conditions with chronic inflammation. Since our study was performed in male animals, it will be of interest to explore sex‐dependent effects in future research. Moreover, further research is needed to elucidate whether long‐term consumption is beneficial for complex diseases like cancer, since tumor‐associated immune cells often exhibit aberrantly low levels of inflammation. However, considering known anti‐cancer properties of PTS, it is highly possible that the mechanisms of PTS action depend on the cellular context and differ between healthy and cancer cells. Altogether, our data support the use of PTS in maintaining cellular homeostasis which could prevent disease and support healthy aging.

## 4 Experimental Section

### Animals and Diets

A total of 24 male Fischer 344 rats at 4 weeks of age were obtained from Charles River (Indianapolis, IN, USA) and housed two rats per cage in a temperature‐controlled (24 °C) room with a 12 h light/dark cycle, and ad libitum access to water and a chow diet (i.e., choline‐sufficient amino acid‐defined [CSAA]). After a week of acclimation, rats were randomly divided into four groups, each containing six animals. Using the biological and analytical variability from previous data,^[^ ^80^, ^81^ ^]^ it could be determined that six rats per group (*n* = 6) were required to detect a 50% difference with the variation of the endpoint 25% (i.e., gene expression measured by qRT‐PCR) and with 80% power at a nominal significance of *p* < 0.05. The four groups were as follows: Group 1: fed the CSAA diet; Group 2: fed a CSAA diet supplemented with resveratrol (CSAA+RSV, 1.2 g kg^−1^ of diet); Group 3: fed a CSAA diet supplemented with pterostilbene (CSAA+PTS, 1.34 g kg^−1^ of diet); Group 4: fed a CSAA diet supplemented with chlorogenic acid (CSAA+CGA, 1.9 g kg^−1^ of diet). All diets were pelleted at Dyets Inc. (Bethlehem, PA, USA). The compounds (BIOTANG Inc., Lexington, MA, USA) were used at equal molar concentrations. Following a 20‐day feeding period, blood samples were collected by retro‐orbital plexus sampling from anesthetized rats, where the retro‐orbital plexus was penetrated with a capillary tube to promote blood flow from the capillaries behind the eye. The amount of collected blood did not exceed 10% of circulating blood volume based on body weight. Blood samples were collected from each rat into spray coated K2EDTA tubes (BD & Co., Franklin Lakes, NJ, USA) and stored in −80 °C until RNA was extracted. Rats were treated strictly following the animal use protocol #1112000342 approved by the Institutional Animal Care and Use Committee at the involved institutions.

### Dosage Information

Compounds were incorporated into the diet at concentrations listed above. These concentrations correspond to 86, 96, and 136 mg kg^−1^ of body weight per day for RSV, PTS, and CGA, respectively. The selected doses had been shown to be effective in attenuation of inflammation, metabolic disturbances, and cancer development based on previous studies in animal models. For example, a profound reduction in tumor growth in colon and lung cancers required 50–250 mg of PTS.^[^ ^82^, ^83^ ^]^ RSV at doses of 100–300 mg was effective in reducing liver nodules in rats,^[^ ^84^, ^85^, ^86^ ^]^ and CGA at 100 mg reduced inflammation and oxidative stress preventing myocardial infarction in rats.^[^ ^87^ ^]^ These effective doses were not toxic. Administration of PTS at 30, 300, and 3000 mg kg^−1^ of body weight per day into mice did not produce any toxic effects.^[^ ^88^ ^]^ CGA at a dose of up to 1000 mg kg^−1^ was safe and did not adversely affect metabolism and physiology in rats.^[^ ^89^ ^]^ However, the selected doses were higher compared with what humans can consume per day by eating food sources of PTS, RSV, and CGA. For instance, to ingest 20 mg of PTS or RSV, one would have to eat 1000 or 100 kg of dark‐skinned grapes, respectively.^[^ ^90^, ^91^ ^]^ The dose of CGA in the study corresponded to a consumption of approximately 1550 mg day^−1^ in humans. Considering that on average 800 mg of CGA was in 1 L of coffee, one would have to consume eight cups of coffee per day.^[^ ^92^ ^]^ Thus, the doses used in this studycan be achieved from supplements rather than from a diet, especially for PTS and RSV. Of note, the study cannot exclude that biological effects caused by those higher doses in the animal model were equivalent to those occurring in humans upon habitual consumption of diet rich in polyphenols.

### RNA Extraction from Rat Blood and qRT‐PCR

Mouse RiboPure‐Blood RNA Isolation Kit (Invitrogen) was used to extract RNA from rat whole blood samples as recommended by the manufacturer. Part of total RNA was then processed for cDNA synthesis using 20 U of AMV reverse transcriptase (Roche Diagnostics), according to the manufacturer's protocol. Target genes were amplified in CFX96 Touch Real‐Time PCR Detection System (Bio‐Rad) using 2 µL of cDNA as a template, 400 nM forward and reverse primers (please see Table S1, Supporting Information for sequences), and 10 µL of SsoFast EvaGreen Supermix (Bio‐Rad) in a final volume of 20 µL. The amplification reaction started with denaturation at 95 °C for 10 min, followed by amplification for 60 cycles at 95 °C for 10 s, annealing temperature for 10 s, and 72 °C for 10 s, and ended with a final extension at 72 °C for 10 min. Gene expression was quantified in the CFX Maestro Software (Bio‐Rad) with a standard curve‐based analysis. Quantitative RT‐PCR data were presented as gene of interest/Gapdh (reference gene).

### RNA Sequencing (RNA‐seq)

Total RNA extracted from rat blood samples was processed for RNA‐seq. Quality check was performed using an Agilent Bioanalyzer prior to library preparation from five rats per group, namely, CSAA, CSAA+RSV, CSAA+PTS, and CSAA+CGA. The TruSeq Stranded kit (Illumina, San Diego, CA, USA) was used to prepare libraries followed by sequencing of four rats per lane using the HiSeq2500 on high‐throughput mode (1 × 50 bp reads).

### RNA‐seq Data Pre‐Processing

Raw sequencing reads were pre‐processed by standard quality trimming and adapter removal with Trimmomatic v 0.32^[^ ^93^ ^]^ and FastX‐Toolkit v 0.0.13.2; setting trimscore to 30, trim length of 30, and maximum length set to 51 bp. The final quality score was evaluated with FastQC v 0.11 and FastX. On average, 95% of reads per sample were aligned to the reference genome Rnor version 6.0 using TopHat2 v 2.1^[^ ^94^ ^]^ using the lowest tolerance for mismatches, segment‐mismatch set to 1 instead of 2. Finally, aligned reads were annotated to gene features using the R package Rsubread v 2.8,^[^ ^95^ ^]^ and ENSEMBL IDs were converted to Gene Symbols using biomaRt v 2.46.^[^ ^96^ ^]^ Genes with fewer than two reads in five or more samples were classified as lowly expressed and removed from the analysis. 

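Applied to the deposited counts, the filter on low counts kept 16734 genes over 19 rats, 16373 over all 20 rats and 18043 over the 10 CSAA and CSAA+PTS rats. With counts averaged by symbol it kept 16372 genes over 19 rats and 16029 over all 20.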

Lastly, expression values for genes with duplicated ENSEMBL IDs or Gene Symbols were averaged, resulting in a gene expression table with 16067 genes. RNA sequencing raw reads and count data were available in Gene Expression Omnibus (GEO, accession number: GSE278528).

### Differential Expression Analysis Workflow

The study used DESeq2 v 1.30^[^ ^97^ ^]^ for all differential expression (DE) analysis with default parameters. The study used two different experimental designs *∼ diet* for regular DE, and *∼ diet + TCell + Bcell + Macrophage* to incorporate cell scores determined by CIBERSORTx.^[^ ^98^ ^]^ Note that the neutrophils fraction was not included in the design since it was linearly dependent on all other cell fractions. The study defined differentially expressed genes (DEGs) using an FDR threshold less or equal to 0.05 (FDR ≤ 0.05), and an absolute fold change greater than 2 (|log2(FC)| > 1).

### Ortholog‐Guided Cell Type Deconvolution

The study used the CIBERSORTx^[^ ^98^ ^]^ online platform for estimating cellular fractions from the whole blood samples (now referenced as mixture data); the study targeted the deconvolution of T‐cells, B‐cells, macrophages, and neutrophils. Standard deconvolution workflow first required the definition of a weight matrix. This matrix captured the importance of every gene in the reference data to identify each one of the targeted cell types. The study used as reference *Mus musculus* sorted blood dataset from the Haemosphere database^[^ ^22^ ^]^ which covered 47 643 unique ENSEMBL gene IDs and was composed of 15 B‐cell samples, 11 Macrophage samples, 6 Neutrophil samples, and 16 T‐cell samples. Due to the lack of a similar reference for *Rattus norvegicus*, the study reduced reference and mixture datasets to a common set of 9096 orthologs classified as “one‐to‐one orthologs” and “high confidence” by ENSEMBL using biomaRt. These reference blood samples were used as input in CIBERSORTx to estimate the signature matrix with default parameters. The signature matrix was subsequently used to estimate cell fractions using 1000 permutations in the absolute mode of CIBERSORTx.

### Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) was performed using the fast gene set enrichment analysis R package (fgsea)^[^ ^99^ ^]^ and the PANTHER platform v 19.0.^[^ ^23^ ^]^ The fgsea package v 1.27 was used to identify enriched pathways from the Reactome Pathway Database^[^ ^100^ ^]^ accessed through the package reactome.db v 1.82. The study used biomaRt v 2.54 to remove genes without an associated Entrez Gene ID since the reactome.db package only contained Entrez Gene IDs. As recommended by fgsea authors, the study ranked the list of genes based on the test statistic calculated during the differential expression analysis by DESeq2. Only pathways with an adjusted *p*‐value ≤ 0.05 were considered. Benjamini and Hochberg (BH) false discovery rate (FDR) method was applied as a *p*‐value adjustment.

### Analysis of Publicly Available Datasets

The following search terms were applied for RNA‐seq data in the Gene Expression Omnibus (GEO) for human whole blood and liver tissue: “young,” “elderly,” “aging,” “blood,” “whole blood,” “liver,” “steatosis,” “NAFL,” “NAFLD,” “NASH.” Identified datasets were listed in Tables S3, S4, Supporting Information along with corresponding cohort characteristics.

Expression data from publicly available datasets were presented in boxplots and depicted minimum, interquartile range (IQR), and maximum. GEO2R (http://www.ncbi.nlm.nih.gov/geo/geo2r/) was applied to determine the difference in mRNA expression of selected genes between young and aged individuals or between healthy individuals and patients with liver disease in available GEO series. GEO2R was an interactive web tool for comparing two groups of data to analyze any GEO series.^[^ ^101^ ^]^ Statistical analyses on the data from GEO2R that followed a normal distribution, as evaluated by Shapiro‐Wilk test, were performed using Mann–Whitney *U* test for sets with two groups and Tukey's test for sets with more than two groups. For not normally distributed data (i.e., PLTP in GSE33814 and OAS1 in GSE89632), Kruskal–Wallis test was applied. Benjamini and Hochberg (BH) false discovery rate (FDR) method was applied as a *p*‐value adjustment.

### Statistical Analysis

Raw RNA‐seq data were analyzed as described in the Results section. Statistical analysis of qRT‐PCR was performed using Mann–Whitney *U* test. Each value represented the mean ± S.D. of *n* = 6 rats per group. The results were considered statistically significant when *p* < 0.05.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

RNA sequencing data available in the Gene Expression Omnibus (GEO, accession number: GSE278528).

# Supplementary material for: Pterostilbene Targets Hallmarks of Aging in the Gene Expression Landscape in Blood of Healthy Rats
**Source:** Mol Nutr Food Res. 2024 Nov 19;68(24):2400662. doi: 10.1002/mnfr.202400662

**Supplementary Figure S1. Exploratory data analysis for all diet groups.** (A) Density plot for variance stabilized transcripts computed with DESeq2 to identify differences between samples not due to gene size variability. We identified sample RSV_14 to be an outlier and it was removed for downstream analyses. (B) Principal component analysis shows a clearer separation between CSAA reference diet (blue) and PTS supplemented diet (red), compared to other diet groups. (C) PCA analysis restricted to CSAA and PTS samples, the combination of PC2 and PC3 clustered samples in the CSAA and PTS groups.

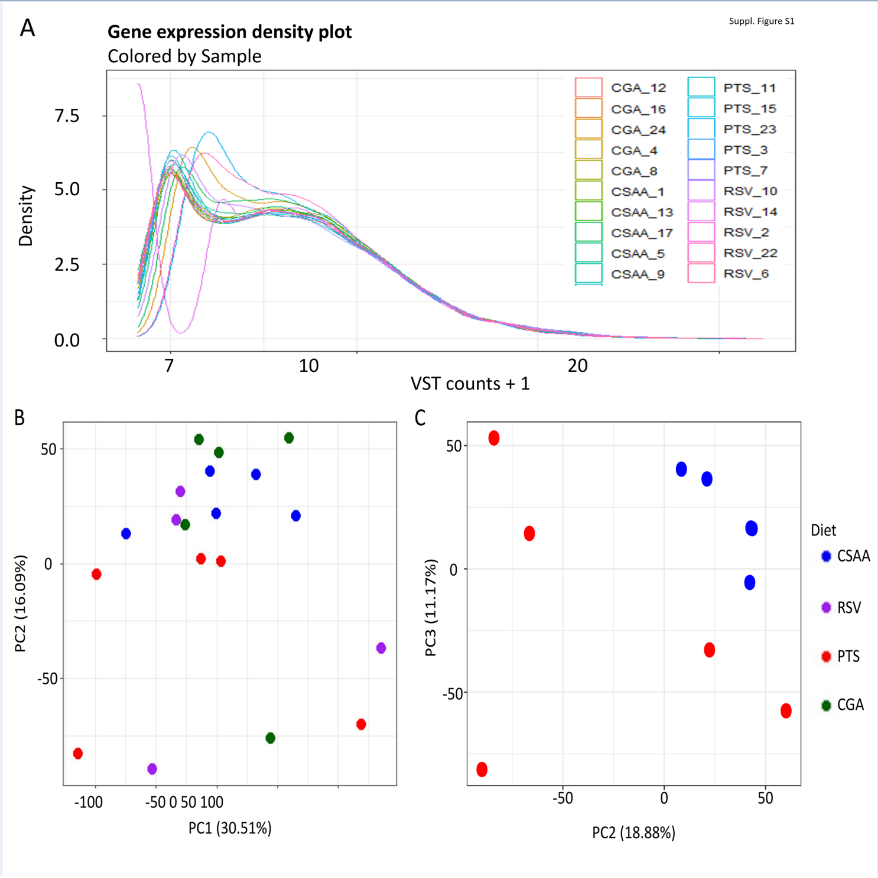

**Supplementary Figure S2. Standard differential expression analysis.** (A) P-value histogram for comparison CSAA diet vs PTS diet. (B) Volcano plot identifying four differential expressed genes, red dots, that met the criteria of FDR<=0.05 and |log2(FC)| > 1. Blue dots represent genes with a statistically significant change in expression that did not meet the fold change criteria.

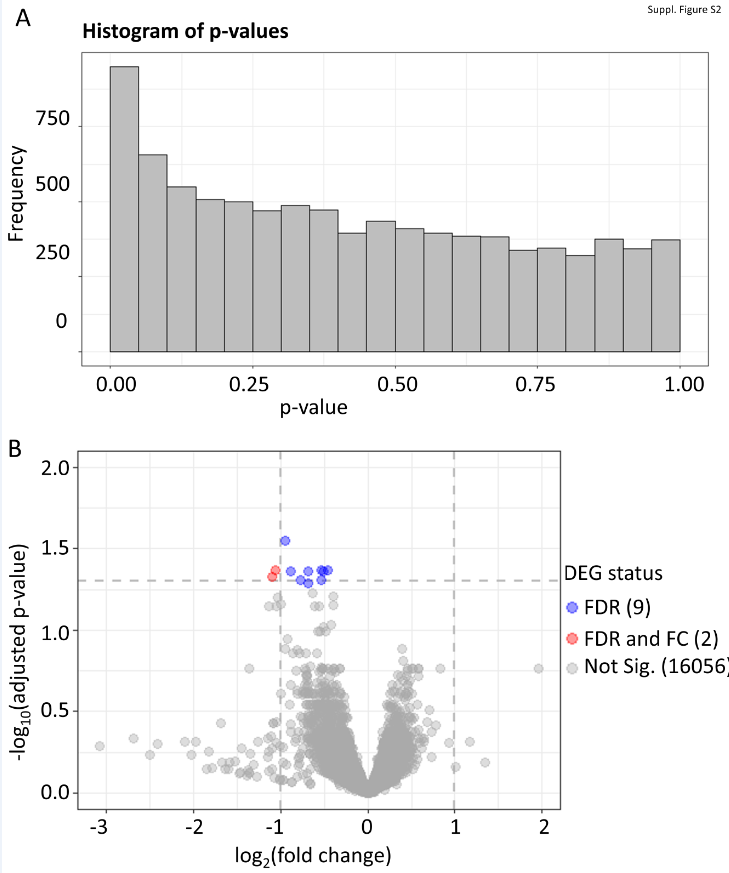

**Supplementary Figure S3. CIBERSORTx results visualization**. (A) Estimated cell-type fractions across all samples. (B) Weight of every gene in the matrix weights, highlighted in red the corresponding values for differentially expressed genes identified by the ortholog deconvolution pipeline. From left to right, values correspond to Neb, P2rx1, Alad, Cd63, Pdlim1, Parp12, Oasl, Hpse, Klhl2, Clic4, Pld4, and Abtb1.

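By exact two-sided permutation tests on the values read from the chart, none of the 4 fractions differed between the 5 CSAA and 5 CSAA+PTS rats: T cells p = 0.865, B cells p = 0.762, macrophages p = 0.921 and neutrophils p = 0.571, each 0.921 after adjustment.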

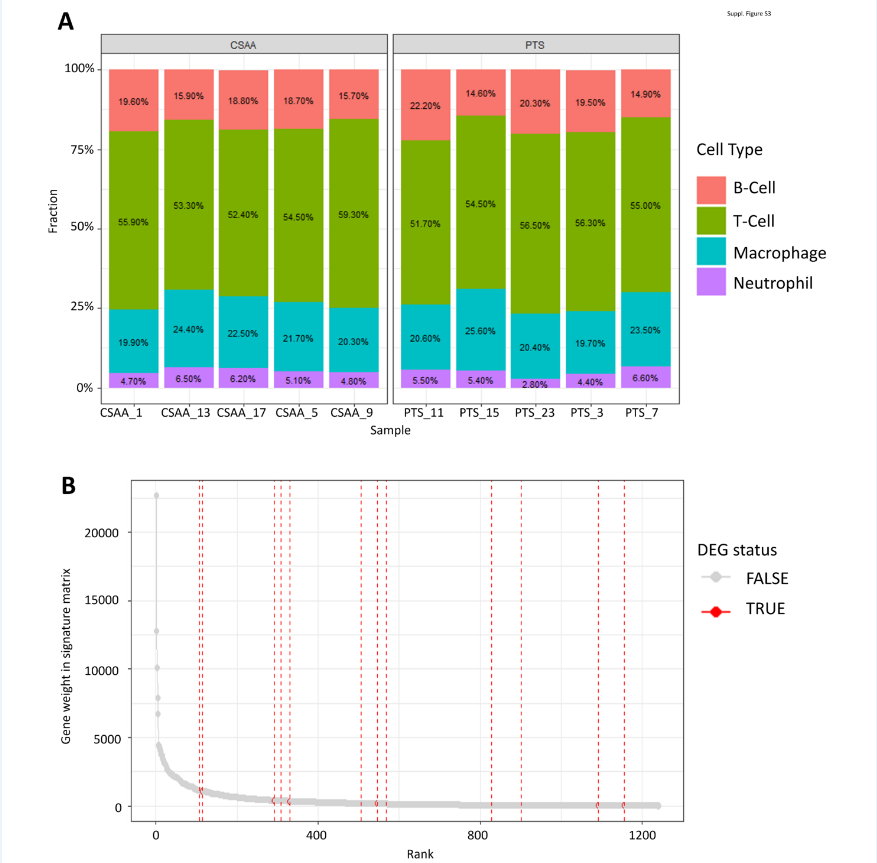

**Supplement:** Supplementary file 1 — Supporting Information

# Supplementary material for: Pterostilbene Targets Hallmarks of Aging in the Gene Expression Landscape in Blood of Healthy Rats
**Source:** Mol Nutr Food Res. 2024 Nov 19;68(24):2400662. doi: 10.1002/mnfr.202400662
**Supplement:** Supplementary file 2 — Supporting Information

**Supplementary Table S1.** Primer sequences used in gene expression analysis by qRT-PCR,

| **Table S1**. Primer sequences used in qRT-PCR analysis. | | | |
| --- | --- | --- | --- |
| **Gene** | **Primer sequences (qRT-PCR)** | **Annealing temperature [°C]** | **Amplicon length [bp]** |
| Gapdh RAT | FW 5'-TCTCTGCTCCTCCCTGTTCT-3' RV 5'-TACGGCCAAATCCGTTCACA-3' | 59 | 104 |
| Irf7  RAT | FW 5’-TCAACACCCAGTTCTGATGAC-3’  RV 5’-CTATACAGGAACACGCATCTGG-3’ | 59 | 120 |
| Oas2  RAT | FW 5’-CGATGTGCTGAAAGTGGTTAAG-3’  RV 5’-TTTGAAGAGACCGGTGAAGAG-3’ | 59 | 100 |
| Oas1a  RAT | FW 5’-AGGAGAGATGCTTCCGAGATA-3’  RV 5’-TGACTTGCCCTTGAGTGTG-3’ | 59 | 98 |
| Ifi27  RAT | FW 5’-CAAGACTGCTGTCGCCAT-3’  RV 5’-CAATGCCTGACCCAGTGAA-3’ | 59 | 92 |
| Lgals3bp  RAT | FW 5’-GGGCAGCAGTGTCATCAT-3’  RV 5’-ACCTCGATTCTTCGGGAGTA -3’ | 59 | 90 |
| Rtp4  RAT | FW 5’-GACCCTGCACTTGGATAAGAA-3’  RV 5’-ACATCTGGAACACTGGAACC-3’ | 59 | 100 |
| Slc7a5  RAT | FW 5’-CGCCACATACCTGCTCAA-3’  RV 5’-GTTCACAGCCGTGAGTAGTAG-3’ | 59 | 103 |
| Pltp  RAT | FW 5’-TGAACTTGTGGGCATCGATTA-3’  RV 5’-CTCCTTGAGAGGGAAGAATGC-3’ | 59 | 100 |

How the deposited data were processed for this re-analysis (not part of the article)

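The values added to the text come from the per-gene read counts that the authors deposited. The authors checked the reads with FastQC 0.11, trimmed them with Trimmomatic 0.32 and the FastX-Toolkit, aligned them to the rat genome rn6 with TopHat2 2.1 and counted them with Rsubread, and they compared diets with DESeq2 1.30. The strand setting of the counting and the tie between rats and lanes are not given in the sources used here. A gene that overlaps another on the opposite strand may therefore hold counts of its neighbor. The reads, the qRT-PCR samples and the human data sets are not analysed here.

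The counts were whole numbers per Ensembl gene for 20 rats. RSV_14 was left out, as the paper did. Genes with fewer than 2 reads in 5 or more of the 19 rats were removed. The Results describe the filter before the removal of RSV_14, an order that points to a filter over 20 rats. The set of 19 used here was settled after DESeq2 counts on the data had been seen, and the filter over 20 rats was run as another setting. Of the genes, 388 had no symbol and 2669 shared a symbol with another, and each Ensembl gene was kept on its own.

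Diets were compared in R 4.3.3 with edgeR 4.0.16 (TMM, quasi-likelihood test, two-sided). limma 3.58.1 and DESeq2 1.42.0 served as other tools. Fold changes are log2 with a standard error, p was adjusted by Benjamini-Hochberg over the genes tested, and 0.05 was the limit. A gene over 2-fold at that limit was counted as a DEG. CPM are counts scaled to the TMM-adjusted library size. Permutation tests were exact over all splits of the rats, and with 5 against 5 rats their smallest two-sided p is 0.00794. Correlations were tested with 100000 random permutations. Intervals are 95%.

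The 33 gene lists, 11 of cell types and 22 of pathways, were fixed before the data were examined, as were the comparisons, the edgeR model and most of the other settings. Lists with fewer than 5 members measured were not tested, which left 32. Lists were tested with camera of limma at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. The paper's text, Table S2 and its figures had been seen when the lists and the rule for named genes were written, so the lists are not blind to the authors' results.

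Genes were named by a rule with 3 parts. The first was 62 genes of the paper's text, of which 59 were measured. The next was the 3 members of each list with the lowest unadjusted edgeR p for PTS against CSAA. These members were picked on the same values, so they are the extremes of their list and their p restates that choice. The last was the 10 largest changes per direction among genes passing the limit, of which there were 0. Genes outside the rule, such as those called by DESeq2, were also chosen after their values were seen.

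The fit with cell fractions used the fractions of T cells, B cells and macrophages, read by eye from the authors' bar chart for the 10 CSAA and CSAA+PTS rats, as covariates. The paper estimated the fractions in the absolute mode of CIBERSORTx. In the chart those of a rat add up to the whole, so neutrophils were left out of the model here. Whether the authors centred or scaled the fractions in DESeq2 is not given in the sources used here. About 30 exploratory linear models were set against Table S2 before the fit was settled.

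As a self-test, counts with planted changes were simulated from the data, each gene independently, and passed through the same code. For the fit with fractions it recovered 47% of the genes planted at a log2 fold change of 1 and 87% of those planted at 2, with 4 false calls among 138.

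Other settings changed the normalization, the filter, the covariates, the tool and the rats included, each rat being left out in turn. More were added after the values were seen: filters over 20 or 10 rats, counts averaged by symbol, fractions on other scales, and the fifth rats left out. To see what chance gives, the comparisons were run on 100 of the 126 possible splits of the rats, the real one included.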

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

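These values were found by Dixon's ratio, the gap to the next rat over the range, run on 40 groups of rats and quantities. It marked 10 of them, where about 1 in 20 is expected by chance.

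RSV_14 had a ratio of 0.8606 for its total count. PTS_23 had 0.8448 and CGA_24 0.8035 for genes detected. The share of olfactory receptor genes, which blood cells hardly transcribe, had 0.9524 in PTS_23, 0.8927 in CGA_24 and 0.8898 in RSV_22. RSV_22 also had 0.7371 for its mitochondrial share, which was 3.12% of counts. PTS_11 had 0.7487 for the ribosomal protein share (4.14%) and PTS_7 had 0.777 for the rRNA share (0.0342%). CSAA_13 had 0.8037 for the interferon score. The cause of the values in PTS_11, PTS_7 and CSAA_13 and of the mitochondrial share in RSV_22 was not tested.

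Outside Table S2, 34 interferon-stimulated genes had a log2 fold change below 0 with CSAA+PTS.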

How the results depend on the processing

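Of the settings in this part, the fifth rats left out, filters over 20 or 10 rats, averaged symbols, the neutrophil fraction alone and DESeq2 on other scales of the fractions were chosen after seeing the results. With 5 rats per diet no exact test can go under 0.00794, and the self-test shows that changes near a log2 fold change of 1 are often missed in the fit with fractions.

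For PTS against CSAA, edgeR called 0 genes under every change of normalization, filter and covariate. DESeq2 called 6 (1 DEG) on 4 diets and 14 (2 DEGs) on the 2 diets, and limma with sample weights 26 (16 DEGs). Among settings added later, DESeq2 on the 2 diets called 36 (3 DEGs) with the filter over 20 rats, 11 (2 DEGs) with the filter over 10, 20 (3 DEGs) with averaged symbols and 23 (4 DEGs) with averaged symbols and the filter over 20 rats. DESeq2 on the 4 diets with averaged symbols called 7 (2 DEGs). With each rat left out in turn edgeR called 0 to 8 genes and 0 to 7 DEGs, the highest without PTS_7. Between CSAA+PTS and CSAA+RSV the counts were 0 in edgeR, 1 in DESeq2, 2 in DESeq2 on those 2 diets and 1 in limma. Between CSAA+PTS and CSAA+CGA they were 0, and 3 in DESeq2 on those 2 diets.

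In the fit with fractions edgeR called 0 genes, and 98 (37 DEGs) with a block for replicate number, which leaves 1 residual degree of freedom. DESeq2 called 19 (1 DEG). Added later, DESeq2 called 102 (5 DEGs) with percentages not centred, 13 (4 DEGs) with fractions from 0 to 1 not centred and 27 (7 DEGs) with the filter over 20 rats. With each rat left out the counts were 0 to 1 genes and 0 to 1 DEGs.

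The interferon list stayed lower with CSAA+PTS in every setting of the mixture. It was not run in the settings of the fit with fractions. Its adjusted p was 7.83e-26 to 5.86e-10 with each rat left out and 0.335 with an estimated correlation. Against CSAA+RSV the range was 7.86e-43 to 1.26e-14, and against CSAA+CGA 6.94e-32 to 1.78e-09, with 0.230 for an estimated correlation. With RSV against CSAA its direction turned without a filter (adjusted p = 0.297). The list was higher with the replicate block (0.0284) and with the erythroid score (0.0108), and the range with each rat left out was 0.00695 to 0.873. With CGA against CSAA the direction, near 0, turned with filterByExpr (0.953), all 20 rats (0.966), the erythroid score (0.411), the 4 cell scores (0.000248), the fifth rats left out (0.937) and the filter over 20 rats (0.978), and the range with each rat left out was 0.0244 to 0.983. The cause was not tested.

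The erythroid list had an adjusted p of 2.00e-14 to 0.124 with each rat left out, the highest without PTS_23, and 0.922 with an estimated correlation. With its own score as covariate its direction turned (0.0952), by construction. The number of lists passing was 7 to 10 with each rat left out, 13 without a filter and 0 with an estimated correlation.

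A few genes turned in sign. In the mixture with the erythroid score as covariate Klf1 was 0.0833, Slc25a39 0.26, Rn5s -1.28, Slc3a2 0.11 and Hsd11b1 -0.19, and Slc25a39 was 0.0144 with the fifth rats left out. With each rat left out Slc25a39 ran from -0.24 to 0.11, Rn5s from -0.36 to 2.78 and Hsd11b1 from -0.0166 to 0.92.

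In the fit with fractions the ranges with each rat left out were -0.36 to 0.13 for Klf1, -0.23 to 0.38 for Slc25a39, -1.16 to 0.69 for Rn5s, -0.31 to 0.21 for Slc3a2 and -0.24 to 0.28 for Hsd11b1. With the replicate block Slc25a39 was -0.36, Rn5s 0.69 and Slc3a2 -0.42, and with limma -0.0552, 0.75 and -0.16. With marker list scores in place of fractions they were -0.26, 0.88 and -0.31, with the macrophage fraction alone -0.0793, 1.38 and -0.16, and with the neutrophil fraction alone -0.0300, 0.0463 and -0.13. With percentages not centred Rn5s was 0.14 and Slc3a2 -0.0201, and with fractions from 0 to 1 they were 1.27 and -0.0805. Slc3a2 and Hsd11b1 lay near 0 and turned with DESeq2 size factors (-0.0111 and -0.000841), filterByExpr (-0.0136 and -0.00533), no filter (-0.0477 and -0.0354) and hemoglobin and rRNA genes left out (-0.0366 and -0.0294). Slc3a2 was also -0.0113 in DESeq2 and -0.0117 in DESeq2 with the filter over 20 rats. The cause was not tested.

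Rats of the same replicate number are not known to be paired. Correlations of CSAA+PTS rats with the CSAA rat of their number, after diet means were removed, ran from 0.0482 to 0.514 over 5 pairs, and in 4 the rat of the same number was the closest. For RSV they ran from -0.296 to 0.715 over 4 pairs (closest in 1), and for CGA from -0.0987 to 0.468 over 5 pairs (closest in 2). With a block for the number, edgeR called 0 genes for PTS against CSAA, with 2039 at an unadjusted p under 0.05, and the interferon list had an adjusted p of 1.01e-22. In the other replicate numbers the diets hold rats with consecutive numbers, while the fifth rats are CSAA_17, RSV_22, PTS_23 and CGA_24. The block does not remove what may set CSAA_17 apart from RSV_22, PTS_23 and CGA_24.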

Differences from the paper's values

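Counts and shares were taken to differ where one was more than 1.5 times the other, and log2 fold changes where their signs differed or their gap was larger than the standard error of the fit with fractions. Of the settings named here, DESeq2 with other filters, with averaged symbols and with fractions on other scales was chosen after seeing the results.

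The paper's text reports 2 DEGs for PTS against CSAA before deconvolution, where the legend of its Figure S2 says 4, and edgeR gave 0. Of the settings chosen beforehand only DESeq2 on the 2 diets gave 2. DESeq2 on the 4 diets gave 1, limma 16, edgeR without PTS_7 7 and every other of them 0. DESeq2 on the 2 diets called all 11 genes that the paper names, and 3 more. Among settings added later, the filter over 10 rats and averaged symbols on the 4 diets also gave 2 DEGs. Averaged symbols with the filter over 20 rats gave 4, in DESeq2 on the 2 diets. With the filter over 20 rats DESeq2 dropped 1 of the paper's genes, Hba-a1.

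With cell fractions the paper reports 96 DEGs among 243 genes, and edgeR gave 0 and 0. No setting reached the paper's values. The replicate block gave 37 DEGs among 98 genes, DESeq2 1 among 19, edgeR without PTS_3 1 among 1, and every other setting chosen beforehand 0. The highest count among the settings added later was 102 genes, in DESeq2 with percentages not centred. Of the 19 genes of DESeq2, 7 are among the paper's 243. Across the 215 Table S2 genes tested, the correlation with the paper's log2 fold changes was r = 0.503 in edgeR with fractions. In the mixture it was r = 0.974. The fractions were read by eye, so this fit may differ from the authors' model and does not test the signs in Table S2.

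The paper ties 30.05% of the variability to diet. The share of the summed variance between diets was 9.77% here, and it differed under every setting chosen beforehand. PC2 and PC3 together took 26.4%, lower than the paper's value but within 1.5 times of it.

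For single genes the paper's log2 fold change with fractions is given first and the value from edgeR with fractions next. In the interferon genes they were -1.56 and -0.94 (Ifi27), -1.37 and -0.72 (Irf7), -1.53 and -0.89 (Oas1a), -0.98 and -0.71 (Oasl), -2.13 and -0.89 (Bst2), -0.84 and -0.64 (Rtp4), -1.25 and -0.79 (Lgals3bp) and -0.69 and -0.32 (Parp12). In red cell genes they were -1.44 and -0.87 (Hba-a1), -0.77 and -0.0643 (Klf1), -1.02 and -0.62 (Gfi1b), -1.15 and -0.30 (Alad) and -0.68 and 0.13 (Slc25a39). In ribosome genes they were -4.95 and -2.35 (Rn5-8s), -2.38 and -1.12 (Rps16) and 2.35 and -0.40 (Rn5s). The others were -1.35 and -0.95 (Slc7a5), -0.69 and 0.00592 (Slc3a2), 1.17 and 0.0157 (Hsd11b1), -1.32 and -0.77 (Pltp) and -1.31 and -0.58 (Asf1b).

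By the rule above 21 of 24 genes compared differed, and in all 24 the paper's value was the larger in size. For Oas2, Atp2a3 and Srpra the gap was within the standard error. The replicate block gave values that did not differ for Klf1, Asf1b, Slc25a39 and Slc7a5, and so did leaving out CSAA_13 for Slc7a5. Oasl did not differ with marker list scores, without CSAA_17 or without PTS_3. Rtp4 did not differ with hemoglobin and rRNA genes left out, no filter, marker list scores, or without CSAA_5, CSAA_17, PTS_11 or PTS_23. The other genes differed under all settings chosen beforehand.

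The paper's table held 16067 genes after filtering and averaging of repeated symbols. With symbols averaged the filter here kept 16372 genes over 19 rats and 16029 over 20, both within 1.5 times of the paper's number.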

Other observations

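Of the tests in this part, those on the genes that Table S2 lists as up and those without the fifth rat of each diet were chosen after seeing the result.

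Of 47 erythroid genes 37 were below 0 with CSAA+PTS, with a median log2 fold change of -0.23 (adjusted p = 1.20e-06, adjusted p = 0.922 with an estimated correlation, adjusted p = 0.124 without PTS_23). The list was lower with the other compounds too, in 37 of its genes with CSAA+RSV (adjusted p = 0.00109, adjusted p = 0.975 with an estimated correlation) and 43 with CSAA+CGA (adjusted p = 0.00524, adjusted p = 0.998 with an estimated correlation). Of 28 platelet genes 18 were below 0 with CSAA+PTS (median -0.22, adjusted p = 0.0130, adjusted p = 0.922 with an estimated correlation). With CSAA+RSV 24 were (median -0.21, adjusted p = 0.000154, adjusted p = 0.975 with an estimated correlation), and with CSAA+CGA 26 (median -0.20, adjusted p = 1.95e-06, adjusted p = 0.998 with an estimated correlation). Clu, a secreted chaperone stored in platelets, was at 43.7 ± 13.25 against 70.6 ± 16.1 CPM (log2 fold change -0.69, SE 0.221, edgeR unadjusted p = 0.00544). Of 29 genes of MHC class I presentation 23 were below 0 with CSAA+PTS (median -0.20, adjusted p = 0.0179, adjusted p = 0.922 with an estimated correlation), and near-identical MHC copies make their counts uncertain. The 16 natural killer genes had a median of 0.13 (adjusted p = 0.306), with the receptor gene Klrd1 at 0.48 (SE 0.160, edgeR unadjusted p = 0.00724). Cd83, a marker of mature dendritic cells, was at 8.69 ± 1.43 against 6.16 ± 0.531 CPM (0.49, SE 0.157, edgeR unadjusted p = 0.00525), higher in each of the 5 CSAA+PTS rats than in every CSAA rat. The 38 autophagy genes had a median of -0.05 (adjusted p = 0.269), although Atg9a, which brings membrane to autophagosomes, had -0.53 (SE 0.150, edgeR unadjusted p = 0.00218).

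B-cell genes lay on opposite sides of CSAA with RSV and CGA. With CSAA+RSV their median was -0.27 (adjusted p = 7.99e-05, adjusted p = 0.975 with an estimated correlation), and with CSAA+CGA it was 0.20 (adjusted p = 1.95e-06, adjusted p = 0.998 with an estimated correlation). CSAA+PTS lay between, with a mean log2 CPM higher by 0.17 than CSAA+RSV (95% interval of the difference -0.23 to 0.57) and lower by 0.27 than CSAA+CGA (95% interval -0.65 to 0.10). T-cell genes had a median of -0.15 with CSAA+RSV (adjusted p = 0.000154, adjusted p = 0.975 with an estimated correlation).

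The genes that Table S2 lists as up had a median difference of 0.54 between CSAA+PTS and CSAA over all rats. Without the fifth rats it was 0.190, under the bound of 0.271 set for background reads in the fifth rats. The spread between rats (SE 0.202 for the mean given next) is too wide to tell that value from the bound, so the test does not decide. The same genes were also high in RSV_22 (2.71) and CGA_24 (1.88), which had no PTS in the diet. For pterostilbene itself, the mean over the other 4 CSAA+PTS rats was 0.208 (SE 0.202), so an effect and its absence cannot be told apart. Depth does not account for the genes detected in PTS_23, which had the smallest total of the 19 rats, and thinning the other libraries to that total, which could only widen its lead over the next CSAA+PTS rat, left a gap of 8090 genes. The bound was first set on a wrong scale, at a value above the whole difference, and was corrected after the result was seen.

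The interferon-stimulated genes kept their lower level in tests of 3 other explanations. Without the fifth rats the median log2 fold change was -0.41 (95% interval of the score -0.60 to -0.15), which speaks against background reads. With scores of T cells, B cells, monocytes and neutrophils as covariates it was -0.41 (95% interval -0.59 to -0.26), and with an erythroid score -0.35 (95% interval -0.56 to -0.10). These scores come from the same counts, and among the leukocyte scores only that of neutrophils tracked the estimated fractions. The adjustment therefore cannot exclude another mix of cells. Outside Table S2, 34 of 39 members were below 0 (median -0.26, p = 7.26e-11, p = 0.0275 with an estimated correlation). The same members were below 0 in only 15 cases with RSV and 16 with CGA.

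The lower hemoglobin share was tested against fewer reticulocytes. The 14 red-cell genes outside hemoglobin had a median of -0.17 (interval over genes -0.23 to -0.01), against -1.13 for 7 hemoglobin genes. That median lay above the bound of -0.566 set beforehand for fewer reticulocytes. The interval is over genes measured in the same rats and leaves out the spread between rats, so the test cannot exclude fewer reticulocytes. Among the 14 genes the anion exchanger Slc4a1 had -0.64, Hemgn -0.43 and the heme synthesis enzyme Alas2 0.00. Without the fifth rats the share was lower by 6.55 points (-6.55, SE 1.90), which speaks against background reads.

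Adjusted over the lists, the exact permutation p of the interferon score was 0.254 for PTS against each of CSAA, CSAA+RSV and CSAA+CGA. That is the lowest value a single list can reach with this number of rats and lists, so the adjusted test can neither exclude chance nor speak for it. Taken by itself, the -log10 p of the list between PTS and CSAA was 21.68 (highest of the other splits 25.0), which 2 of 100 splits of the rats reached, the real one included (adjusted p = 0.335 with an estimated correlation). It was 37.1 against CSAA+RSV (highest other 33.5), reached by 1 split, the real one (adjusted p = 0.0489 with an estimated correlation), and 24.38 against CSAA+CGA (highest other 25.596), reached by 2 (adjusted p = 0.230 with an estimated correlation). The counts of splits are not adjusted over the lists, and some members were selected by the authors on the same rats. For RSV against CSAA it was 0.493, reached by 76 (highest other 9.08), and for CGA against CSAA 0.00779, reached by 100 (highest other 19.63), where chance cannot be excluded. In the fit with fractions the -log10 p of the list between PTS and CSAA was 10.11, and several other splits passed it (highest other 25.34). Chance cannot be excluded there either.

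Chance cannot be excluded for the numbers of genes at an unadjusted p under 0.05. The 1269 genes for PTS against CSAA were reached by 31 of the 100 splits (highest other 4460), the 355 for RSV by 63 (highest other 3226), the 107 for CGA by 97 (highest other 1266), the 512 between PTS and RSV by 74 (highest other 6421) and the 874 between PTS and CGA by 51 (highest other 3609). In the fit with fractions the 1812 genes were reached by 9 (highest other 3864). The 8 lists passing for PTS against CSAA were reached by 81 (highest other 24), and the erythroid list, with a -log10 p of 6.95, by 36 (highest other 29.5).

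Where 0 genes or 0 DEGs passed an FDR of 0.05, all 100 splits reach the real value by definition, so the splits test nothing there. The highest number of genes in another split was 12 for PTS against CSAA (10 DEGs), 209 for RSV, 0 for CGA, 3137 between PTS and RSV, 1 between PTS and CGA and 195 in the fit with fractions (195 DEGs). The split with 3137 genes set RSV_2, RSV_6, RSV_10, PTS_7 and PTS_11 against the rest, which points to a structure of the samples apart from diet.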
